# Senescence drives immunotherapy resistance by inducing an immunosuppressive tumor microenvironment

**DOI:** 10.1038/s41467-024-46769-9

**Published:** 2024-03-18

**Authors:** Damien Maggiorani, Oanh Le, Véronique Lisi, Séverine Landais, Gaël Moquin-Beaudry, Vincent Philippe Lavallée, Hélène Decaluwe, Christian Beauséjour

**Keywords:** Senescence, Cancer immunotherapy, Tumour immunology

## Abstract

The potential of immune checkpoint inhibitors (ICI) may be limited in situations where immune cell fitness is impaired. Here, we show that the efficacy of cancer immunotherapies is compromised by the accumulation of senescent cells in mice and in the context of therapy-induced senescence (TIS). Resistance to immunotherapy is associated with a decrease in the accumulation and activation of CD8 T cells within tumors. Elimination of senescent cells restores immune homeostasis within the tumor micro-environment (TME) and increases mice survival in response to immunotherapy. Using single-cell transcriptomic analysis, we observe that the injection of ABT263 (Navitoclax) reverses the exacerbated immunosuppressive profile of myeloid cells in the TME. Elimination of these myeloid cells also restores CD8 T cell proliferation in vitro and abrogates immunotherapy resistance in vivo. Overall, our study suggests that the use of senolytic drugs before ICI may constitute a pharmacological approach to improve the effectiveness of cancer immunotherapies.

## Abstract (web summary)

Recent evidence suggests that senescence can negatively affect immune cell function. Here the authors show that accumulation of senescent cells in tumor-bearing mice previously exposed to irradiation or chemotherapy is associated with resistance to immune checkpoint inhibitors, associated with an exacerbated immunosuppressive profile of tumor-infiltrating myeloid cells.

## Introduction

Immunotherapies based on immune checkpoint inhibitors (ICI), by alleviating immunosuppressive pathways, constitute a game changer in cancer treatments^1,2^. However, depending on the cancer type, ~50–75% of treated patients are either resistant to immunotherapy or eventually relapse a few years after^3,4^. As a result, there is an urgent need to identify mechanisms that compromise the full potential of ICI-blockade therapy, especially in solid tumors.

We believe that the accumulation of senescent cells following exposure to genotoxic stresses, such as cancer treatments (radiotherapy and chemotherapy)^5–8^, can induce immunotherapy resistance. Indeed, the accumulation of senescent cells is known to trigger age-related pathologies, and we recently showed that ionizing radiation-induced senescence greatly impairs immune cell functions in mice^9–12^. This phenotype could be reversed following the genetic elimination of senescent cells^12^. Moreover, a recent study showed an increase in the number of senescent T cells with impaired proliferative capacity in human blood during aging^13^. Others showed that blocking DNA damage signaling can prevent tumor-specific T-cell senescence and enhance ICI efficacy against tumors^14^. Likewise, the use of spermidine in aged mice was shown to improve the efficacy of immunotherapy by restoring mitochondrial metabolism in CD8 T cells^15^. The accumulation of myeloid cells, especially myeloid-derived suppressor cells (MDSC), is an important mechanism that was shown to impair the tumor immune response^16,17^. Moreover, aging and exposure to radiotherapy were shown to favor myeloid skewing^18,19^. These observations lead us to hypothesize that senolytic drugs may be able to improve ICI based therapies by rejuvenating immune cell. Senolytic drugs were recently developed to specifically eliminate senescent cells which was shown to decrease the severity of the age-related pathologies^20,21^. In particular, ABT263 (Navitoclax), a potent BCL-2 family protein inhibitor was shown to efficiently remove senescent cells from lymphoid tissue and to decrease myeloid skewing in aged mice^18^. Finally, recent evidences have shown it is possible to clear senescent cells in human using senolytic drugs^22^.

Here, using mouse carcinoma models, we show that αPD-L1 immunotherapy is compromised in mice previously exposed to cancer therapy and in the context of therapy-induced senescence (TIS). We also demonstrate that senescence impairs the abscopal effect, defined by the immune rejection of a secondary tumor distant from a primary tumor treated by radiotherapy^23,24^. Mechanistically, we show that both of these deleterious effects are associated with impaired CD8 T cell activation mediated by an immunosuppressive TME and are reversible upon treatment of mice with ABT263 or depletion of Ly6c+ myeloid cells. Our results suggest that the combination of a senolytic drug with ICI may be a strategy to improve the efficacy of immunotherapies.

## Results

### Senescence leads to immunotherapy resistance in mice

Senescent cells are found in cancer-survivors subjected to chemotherapy and radiotherapy in the course of their treatments^5–8^. To verify the impact of senescence in the context of cancer immunotherapy, we used two validated mouse models of senescence induction. One was generated by total body irradiation (TBI) at the sub-lethal dose of 6.5 Gy and the second was induced by a single injection of doxorubicin at a dose of 10 mg/kg (Doxo; Fig. 1a). These models are relevant as cancer patients are often aged and/or have been previously exposed to cytotoxic drugs prior to their immunotherapy treatments. We and others have shown that the senescence phenotype is established gradually in these mouse models and remains stable at least 8–10 weeks after TBI^5^ and 4 weeks after the injection of Doxo^11^. Indeed, the expression of *p21* and/or *p16* is increased in the spleen of TBI or Doxo-treated mice (Fig. 1b). Importantly, hematopoietic cell counts in blood can fully recover in both models (Supplementary Fig. 1). Moreover, to investigate the specific role of senescent cells we took advantage of the p16-3MR mouse model which allows the tracking and the elimination of p16+ senescent cells following the injection of ganciclovir (GCV)^25^. As expected from our previous work, exposure of p16-3MR mice treated with GCV leads to the elimination of p16+ cells in the spleen (Fig. 1c)^12^. Hence, to evaluate the impact of senescence on the efficacy of αPD-L1 immunotherapy treatments we injected MC38 tumor cells in p16-3MR mice previously exposed to TBI or Doxo. The injection of the αPD-L1 antibody limited the growth of MC38 tumors and improved the survival of control (CTL) mice. However, the same treatments in both TBI and Doxo treated mice failed restraining tumor growth and did not improve survival (Fig. 1d–f). These observations were not limited to the MC38 cell line as the efficacy of αPD-L1 treatments was also diminished in TBI-treated mice injected with the EL4 lymphoma cell line (Supplementary Fig. 2)^26,27^. Importantly, the elimination of p16+ cells by the injection of GCV could restore the efficacy of αPD-L1 and improve survival in mice previously exposed to TBI (Fig. 1d–f). Note that as expected, GCV had no beneficial effect in Doxo-treated mice as p16 expression was not increased in these animals, a phenotype also observed by others^28^. Intriguingly, tumor growth was delayed in mice previously exposed to TBI or Doxo compared to control mice, a phenotype also observed in aged mice^29,30^. Tumor growth rate was not changed by treatments with GCV alone as TBI-treated mice still died around 40 days after the injection of tumor cells compared to approximately 25 days in the case of control mice, suggesting tumor growth delay is independent of senescence. Altogether, these results demonstrate the detrimental impact of senescent cells on the tumor immune response and that their removal can restores the efficacy of immunotherapy.

**Fig. 1:**
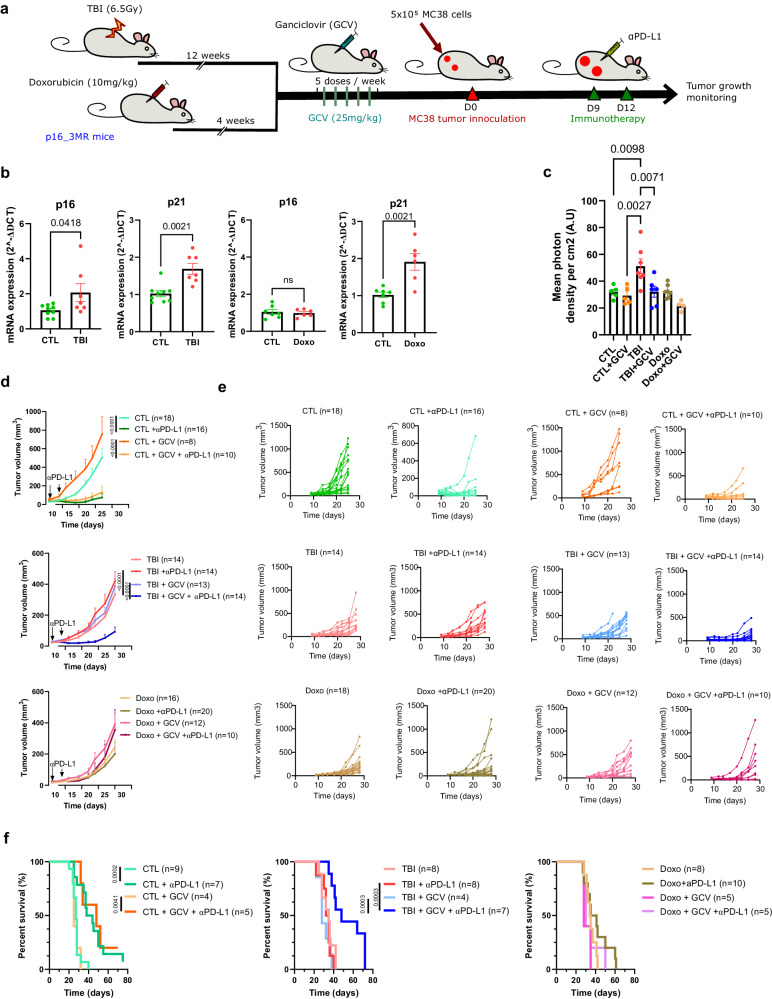
Senescence leads to immunotherapy resistance. **a** Schematic of the experiment. In brief, senescence was induced in p16-3MR mice with a single 6.5 Gy sub-lethal dose of total body irradiation (TBI) or following the injection of Doxo (10 mg/kg). 12 weeks after TBI or 4 weeks after doxorubicin injection, mice were injected intraperitoneally with GCV (25 mg/kg) for 5 consecutive days to remove senescent cells. 5 days after the last injection of GCV, mice were injected on each flank with 5 × 10^5^ MC38 tumor cells expressing mPlum fluorescent protein. Mice were injected with a αPD-L1 blocking antibody on days 9 and 12 and tumor growth was evaluated until reaching a limit point. **b** Relative expression of *p16* and *p21* was quantified by RT_qPCR in the spleen 10 weeks after induction of senescence with TBI or 4 weeks after Doxo treatments. *n* = 9 CTL and 6 TBI; *n* = 7 and *n* = 6 Doxo from independent animals. Two-tailed unpaired *T*-test for *p16/p21* in Doxo group, and Mann-Whitney test for *p16/p21* in TBI group. Shown is the mean ± SEM. **c** p16 expression measured by bioluminescence in the spleen of p16-3MR mice before and after treatment with GCV. *n* = 5 CTL, *n* = 5 CTL + GCV, *n* = 7 TBI, *n* = 6 TBI + GCV, *n* = 7 Doxo, *n* = 4 Doxo+GCV from independent animals. Ordinary one-way ANOVA with Tukey correction. Shown is the mean ± SEM. **d** Shown is the mean tumor growth±SEM over 25 days for CTL mice and 28 days for TBI/Doxo mice. Control mice that were not subjected to TBI or Doxo are indicated as CTL. The total number of tumors per group is indicated in parenthesis. Mixed-effect analysis or Two-way ANOVA with Tukey correction. **e** Shown is the size of each individual tumors at the indicated timepoint. The total number of tumors per group is indicated in parenthesis. **f** Kaplan-Meyer survival plots of CTL, TBI and Doxo mice for each of the indicated conditions. The total number mice per group is indicated in parenthesis. Log-rank (Mantel-Cox test). Source data are provided as a Source Data file.

### Locally induced senescence is sufficient to decrease the efficacy of immunotherapy

We next asked if senescence induced locally in the context of TIS would also compromise the efficacy of αPD-L1 treatments. To answer this question, we used a model where established MC38 tumors (approximately 50mm^3^ in size) were exposed to a single 12 Gy dose of local radiotherapy (RT) (Supplementary Fig. 3A). It is possible to only expose the tumor to RT by shielding the remaining of the mouse with a led plate. At this dose, senescence was induced in tumors as determined by expression of SA-βGal and p16-dependent bioluminescent signal associated with the Renilla-luciferase expression of senescent cells in p16-3MR mice (Supplementary Fig. 3B, C). Senescence induction coincided with the tumor growth being temporarily halted for more or less 14 days after which growth resumes. Hence, 14 and 17 days after local RT, mice were injected with an αPD-L1 antibody and tumor growth monitored. As we observed in mice previously exposed to TBI and Doxo, locally induced senescence is sufficient to decrease the efficacy of αPD-L1 treatments (Supplementary Fig. 3D).

### Elimination of senescent cells using ABT263 restores immunotherapy efficacy in mice

In an effort to provide a more translational approach, we next wanted to remove senescent cells using a pharmacological treatment and see if it would also improve the success of immunotherapy. As such, we evaluated if ABT263, a validated senolytic drug^18^, would efficiently clear senescent cells in TBI-treated mice. For that purpose, we monitored the bioluminescent signal associated with senescent cells in p16-3MR mice. We observed a decreased luciferase signal and p16/p21 gene expression levels, from the spleen of p16-3MR TBI mice treated with ABT263 (Fig. 2a–c). As observed with GCV, ABT263 treatment improved the efficacy of αPD-L1 immunotherapy against MC38 tumor cells in TBI mice (Fig. 2d, e). In addition, ABT263 significantly prolonged the survival of mice previously exposed to TBI while it had no impact on control mice (Fig. 2f). To understand how senescent cell clearance improved anti-tumor immune response, we used flow cytometry to evaluate immune cell infiltration in tumors dissociated 2 days following the last αPD-L1 injection (day 14 post tumor inoculation). Interestingly, we observed a higher proportion of CD8 T cells in tumors of all groups receiving αPD-L1 injections except in tumors dissociated from TBI mice (Fig. 2g). There was no significant differences in CD4 T cells and a downward trend in the proportion of myeloid cells (CD11b+) in all groups receiving αPD-L1 injections except in TBI mice not treated with ABT263 (Fig. 2g). This is in accordance with a previous report showing that CD8 T cells significantly proliferate in response to ICIs therapy^31^. Consequently, the ratio of CD8 T to CD11b+ cells was increased after immunotherapy in all groups excluding the group of TBI mice not treated with ABT263 (Fig. 2h). Importantly, ABT263 had no significant impact on the tumor growth rate and on the immune infiltrate in absence of αPD-L1 treatments. These observations suggest that senescence, either directly or through its impact on the TME, interferes with the efficacy of αPD-L1 immunotherapy by limiting the expansion of CD8 T cells within tumors.

**Fig. 2:**
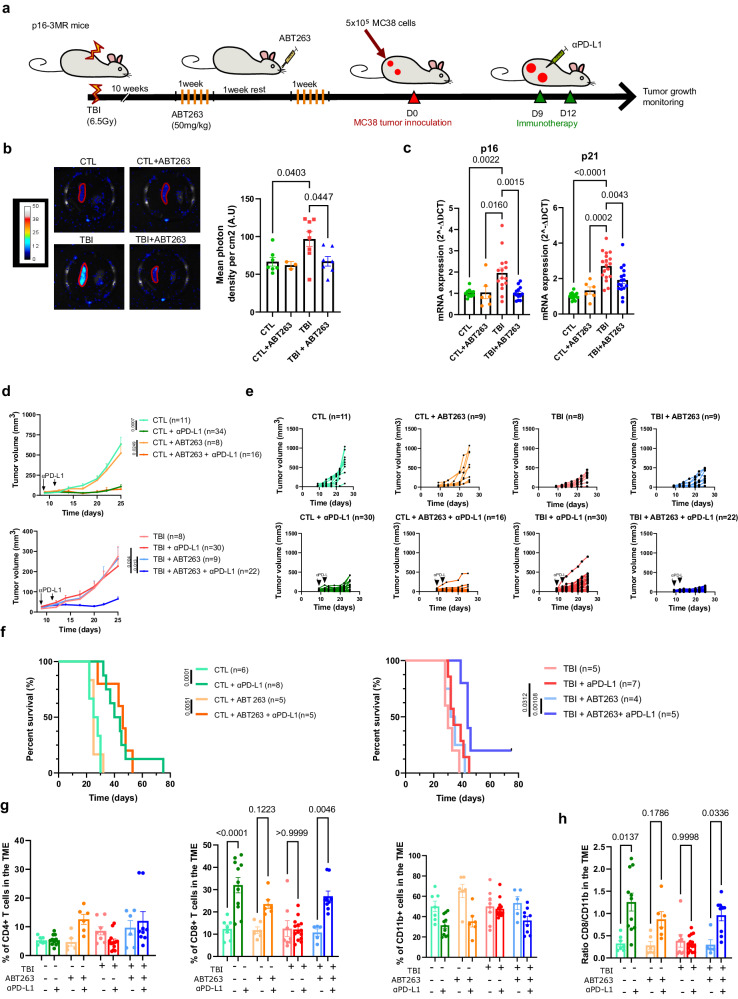
Senescent cells elimination using ABT263 treatments improves αPD-L1 cancer immunotherapy in irradiated mice. **a** Schematic of the experiment. In brief, senescence was induced using sub-lethal TBI and 10 weeks later mice received ABT263 (50 mg/kg), by intragastric gavage for two cycles of 5 consecutive days, to remove senescent cells. 5 days after the last gavage, mice were either sacrificed to measure senescence in spleen ex-vivo or injected with MC38 tumor cells. **b** Evaluation by bioluminescence of p16 expression in the spleen before and after treatment with ABT263. Shown is the mean ± SEM. *n* = 7 CTL, *n* = 3 CTL + ABT263, *n* = 8 TBI, *n* = 7 TBI + ABT263 from independent animals. Ordinary one-way ANOVA with Tukey correction. **c** Evaluation by qPCR of p16 and p21 expression in the spleen before and after treatment with ABT263. *n* = 11 CTL, *n* = 6 CTL + ABT263, *n* = 15 TBI, *n* = 13 TBI + ABT263 from independent animals. Ordinary one-way ANOVA with Tukey correction. Shown is the mean ± SEM. **d** Tumor growth was evaluated for each of the indicated groups of mice. Each line represents the mean growth±SEM of tumor over 25 days or until the mouse had to be removed from the study. The total number of tumors per group is indicated in parenthesis. Mixed-effect analysis or Two-way ANOVA with Tukey correction. **e** Shown is the size of each individual tumors at the indicated timepoint. Mice that were not subjected to TBI are indicated as control (CTL). The total number of tumors per group is indicated in parenthesis. **f** Kaplan–Meyer survival plots of both control and TBI mice for each of the indicated conditions. Log-rank (Mantel-Cox test). **g** Tumor immune cells infiltration was analyzed by flow cytometry after tumor dissociation on day 14 post inoculation. Shown is the proportions of CD4 T cells, CD8 T cells and CD11b+ cells within the CD45+ population. *n* = 7 CTL, *n* = 11 CTL (αPD-L1), *n* = 6 CTL + ABT263 (αPD-L1), *n* = 6 CTL + ABT263 (αPD-L1), *n* = 8 TBI, *n* = 14 TBI (αPD-L1), *n* = 5 TBI + ABT263, *n* = 9 TBI + ABT263 (αPD-L1) tumors per group. Ordinary one-way ANOVA with Tukey correction. Shown is the mean ± SEM. **h** Shown is the ratio of the CD8 T cells over CD11b+ in tumors. *n* = 7 CTL, *n* = 11 CTL (αPD-L1), *n* = 6 CTL + ABT263 (αPD-L1), *n* = 6 CTL + ABT263 (αPD-L1), *n* = 8 TBI, *n* = 14 TBI (αPD-L1), *n* = 5 TBI + ABT263, *n* = 9 TBI + ABT263 (αPD-L1) tumors per group. Brown-Forsythe and Welch ANOVA with Games-Howell correction. Shown is the mean ± SEM. Source data are provided as a Source Data file.

### ABT263 improves the abscopal effect

We next wanted to evaluate if senescence would also compromise the immune response involved in the abscopal effect. The abscopal effect is defined by the immune clearance of a secondary tumor distant from a primary tumor treated by RT. When associated with ICIs, RT was shown to greatly improve the abscopal effect presumably by helping with the release and presentation of tumor antigens^32^. We investigated the abscopal effect by inoculating mice on each flank with MC38 tumor cells, a primary tumor and a smaller secondary tumor. The protocol we used involved exposing the primary tumor with a fractionated dose of RT (3x8Gy) followed by CTLA-4 injections on days 14, 17, and 20 (Fig. 3a). Here again, it is possible to only expose the primary tumor to RT by shielding the remaining of the mouse with a led plate. For this experiment, we choose to use a blocking αCTLA-4 antibody since its injection alone was shown to have no effect on the growth of MC38 tumors while its combination with RT greatly improves the abscopal effect^33^. Note that in this model, the primary tumor is almost completely eliminated in response to RT alone in both control and TBI mice. However, the immune clearance of the secondary abscopal tumor is entirely dependent on αCTLA-4 treatment. Using this combination, we observed that the abscopal effect allowed for almost the complete elimination (CE) of the secondary tumor in control mice while the efficacy was reduced in TBI mice (Fig. 3b, d, e). The injection of mice with ABT263 prior to RT enhanced the efficacy of the abscopal effect in TBI mice and improved their survival to a level similar to what we observed in control mice (Fig. 3b, c). Here again, we investigated the immune infiltration in the TME by dissociating secondary tumors on day 22 post tumor inoculation or two days after the last injection of αCTLA-4. At this timepoint, the abscopal effect is at his strongest and secondary tumors start to be rejected in all groups. Flow cytometry analysis revealed that the proportion of CD8 T cells infiltrating the TME after RT + αCTLA-4 treatments is higher in control compared to TBI mice (Fig. 3f). The proportion of myeloid CD11b+ cells decreased following RT + αCTLA-4 treatments in all groups although more modestly in TBI mice (Fig. 3f). Consequently, the ratio of CD8 T to CD11b+ was lower in tumors dissociated from TBI mice that did not receive ABT263 (Fig. 3g). Inversely, the injection of ABT263 increased the proportion of CD8 T cells in TBI mice treated with RT+aCTLA-4 and improved the ratio to myeloid cells. ABT263 had no significant impact on the tumor growth rate and on the immune infiltrate in absence of immunotherapy treatments. Finally, we observed important differences in the proportion of CD8 T cells expressing IFNγ in tumors of control vs TBI mice treated with RT + αCTLA-4. Again, treatment of TBI mice with ABT263 restored the proportion of CD8 T cells expressing IFNγ (Fig. 3h). These results reinforce the notion that the immune response to ICIs therapy is compromised by senescence and that the effect is reversible upon treatment with a senolytic drug.

**Fig. 3:**
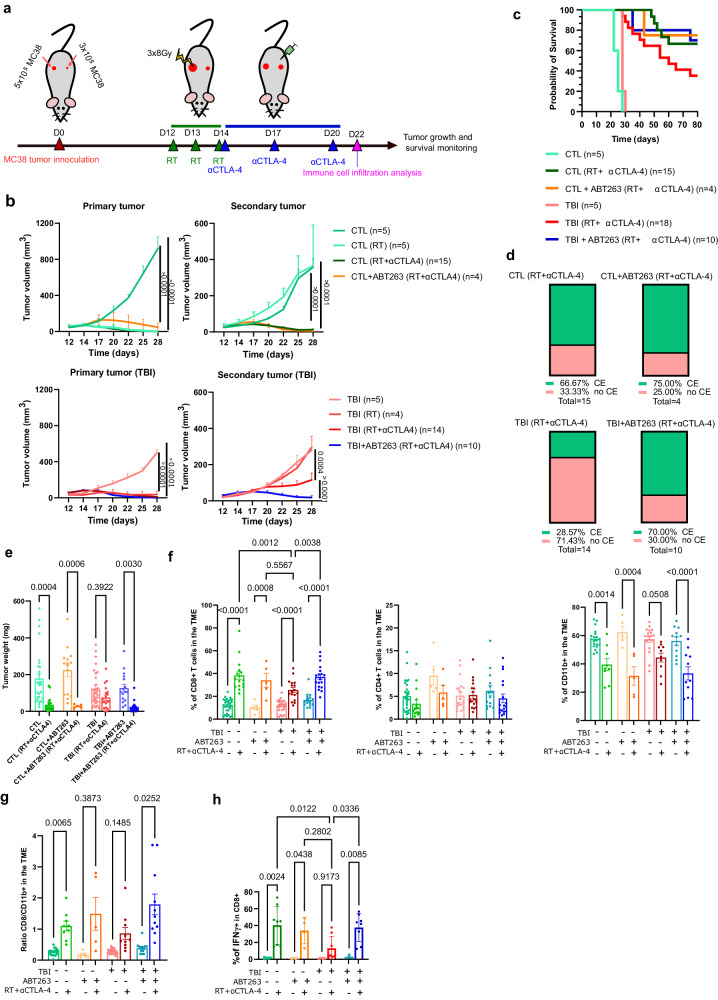
Impaired abscopal effect in previously irradiated mice is restored by ABT263. **a** Schematic of the experiment. CTL or TBI mice treated or not with ABT263 were inoculated on each flank with 3 or 5 × 10^5^ MC38 tumor cells. On days 12, 13, and 14 after tumor inoculation, the larger primary tumor was exposed to 3 rounds (8 Gy each) of radiotherapy (RT). Mice were then injected on days 14, 17, and 20 with a αCTLA-4 blocking antibody and tumor growth evaluated until reaching a limit point. Alternatively, some mice were euthanized at day 22 and tumors surgically removed to allow immune infiltration analysis. **b** Tumor growth was evaluated for each of the indicated groups of mice. Each line represents the growth of an individual tumor over 28 days or until the mouse had to be removed from the study. The total number of tumors per group is indicated in parenthesis. 2way ANOVA with Tukey correction. Shown is the mean ± SEM. **c** Kaplan–Meyer survival plots for each of the indicated conditions. **d** Histogram showing the proportion of mice in each group achieving complete secondary (abscopal) tumor elimination (CE). **e** Shown is the weight of the secondary tumors at day 22 prior to dissociation. *n* = 29 CTL, *n* = 17 CTL (RT + αCTLA4), *n* = 15 CTL + ABT263, *n* = 5 CTL + ABT263 (RT + αCTLA4), *n* = 29 TBI, *n* = 19 TBI (RT + αCTLA4), *n* = 16 TBI + ABT263, *n* = 19 TBI + ABT263 (RT + αCTLA4) tumor from independent animals. Brown-Forsythe and Welch ANOVA test with Games-Howell correction. Shown is the mean ± SEM. **f** Tumor immune cells infiltration as determined by flow cytometry from dissociated tumors on day 22 post inoculation. Shown are the proportions of CD8 T cells, CD4 T cells and CD11b+ cells over the total number of CD45+ cells collected from tumors. For CD8 and CD4, *n* = 29 CTL, *n* = 17 CTL (RT + αCTLA4), *n* = 5 CTL + ABT263, *n* = 5 CTL + ABT263 (RT + αCTLA4), *n* = 24 TBI, *n* = 17 TBI (RT + αCTLA4), *n* = 16 TBI + ABT263, *n* = 18 TBI + ABT263 (RT + αCTLA4) tumors from independent animals. For CD11b, *n* = 20 CTL, *n* = 9 CTL (RT + αCTLA4), *n* = 5 CTL + ABT263, *n* = 5 CTL + ABT263 (RT + αCTLA4), *n* = 18 TBI, *n* = 10 TBI (RT + αCTLA4), *n* = 12 TBI + ABT263, *n* = 11 TBI + ABT263 (RT + αCTLA4) tumors from independent animals. Ordinary one-way ANOVA with Tukey correction. Shown is the mean ± SEM. **g** Shown is the ratio of CD8 T cells over CD11b+ cells in tumors at day 22. *n* = 20 CTL, *n* = 9 CTL (RT + αCTLA4), *n* = 5 CTL + ABT263, *n* = 5 CTL + ABT263 (RT + αCTLA4), *n* = 18 TBI, *n* = 10 TBI (RT + αCTLA4), *n* = 12 TBI + ABT263, *n* = 11 TBI + ABT263 (RT + αCTLA4) tumors from independent animals. Brown-Forsythe and Welch ANOVA with Games-Howell correction. Shown is the mean ± SEM. **h** Shown is the quantification of the expression of IFNγ as measured by flow cytometry in infiltrated CD8 T cells at day 22. *n* = 4 CTL, *n* = 8 CTL (RT + αCTLA4), *n* = 4 CTL + ABT263, *n* = 4 CTL + ABT263 (RT + αCTLA4), *n* = 4 TBI, *n* = 8 TBI (RT + αCTLA4), *n* = 4 TBI + ABT263, *n* = 8 TBI + ABT263 (RT + αCTLA4) tumors from independent animals. Ordinary one-way ANOVA with Tukey correction. Shown is the mean ± SEM. Source data are provided as a Source Data file.

### Monocytes with an immunosuppressive phenotype accumulate in the TME of TBI mice

Many distinct mechanisms may be responsible for the reduced accumulation of CD8 T cells in the TME of TBI mice. For one, increased expression of immunosuppressive ligands at the surface of tumor cells may be implicated^34^. However, no difference in the expression of Galectin9, PD-L1, Tnfrs4, and CD86 expression was detected by flow cytometry at the surface of dissociated tumor cells at day 22 post inoculation in our different groups (Supplementary Fig. 4). Another explanation may reside in the capacity of splenocytes to process and present antigens to T cells. As such, we measured the capacity of antigen-presenting cells (dendritic cells and macrophages here after referred as APC) collected from the spleen of control and TBI mice. We observed no difference in the capacity of these cells to phagocyte and process the OVA-DQ protein (Supplementary Fig. 5A). Similarly, the capacity of APC collected from TBI mice to cross-present the GP-33 peptide to CD8 T cells expressing a GP-33-specific TCR was not diminished (Supplementary Fig. 5B). However, we cannot rule out that APC in lymph nodes or within tumors were not impaired. Then, we also asked if the migration and infiltration potential of CD8 T cells collected from TBI mice was compromised. We found these cells were not incapacitated in their ability to infiltrate MC38 spheroid in vitro (Supplementary Fig. 5C). Combined with our previous observation that purified CD8 T cells from TBI mice can proliferate normally upon stimulation^12^, these results suggest that an immunosuppressive TME is likely responsible for the reduced accumulation of CD8 T cells within the tumor.

We thus performed an unbiased analysis of the TME composition using single-cell transcriptomic analysis of cells dissociated from tumors collected from control (Ctrl), TBI and TBI + ABT263 (ABT) treated mice. 

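The sequenced cells came from subcutaneous tumors of MC38, a mouse colon carcinoma cell line made to express the fluorescent protein mPlum, collected 22 days after inoculation. Tumors were dissociated and mPlum+ cells were sorted out by FACS, so every share of cells below is a share of the sorted cells. According to the paper, TBI was a single dose of 6.5 Gy given at 12 to 14 weeks of age. ABT263 (navitoclax, an inhibitor of BCL-2 proteins that kills senescent cells) was given at 50 mg/kg in 2 cycles of 5 days, starting 10 to 12 weeks after TBI. The sample labels instead give 6 weeks of age at TBI and use of the mice 12 weeks after it, and they call the mice female, while the paper used both sexes. In each of 2 independent experiments, cells of the Ctrl, TBI and ABT groups were labelled with oligonucleotide tags (CellPlex), pooled and captured in droplets, with a target of 10000 cells per sample and 20000 reads per cell. The authors aligned and counted the reads with Cell Ranger 6 and separated the groups by their tags. The genome build is not given in the sources used here, so no coordinates are printed.
The values are raw counts of unique molecular identifiers (UMIs, 1 per captured RNA molecule) for each gene and cell. There are 6 libraries, 1 per group and experiment, and each is taken as a replicate (n = 2 per group). The 2 Ctrl libraries held 47700551 and 50201637 gene UMIs, the 2 TBI libraries 41559346 and 53322480, and the 2 ABT libraries 43241082 and 60001370. The median number of UMIs per cell was 7759 and 8389.5 in Ctrl, 7794 and 7901 in TBI, and 8186.5 and 9125 in ABT. In experiment 2, the authors' list of tags conflicts with the group names on the count matrices. The tag found in the cells of the Ctrl library is listed there for TBI, that of the TBI library for ABT, and that of the ABT library for Ctrl. The names on the matrices were used. Of the 6 ways to assign the groups to the libraries of experiment 2, these names gave the highest mean correlation across genes between the fold changes of both experiments (0.134), an exchange of Ctrl and ABT gave 0.101, and the list of tags gave a mean of -0.139. The exchange of Ctrl and ABT gave a higher correlation than the names for ABT against TBI alone in monocytes (0.210 against 0.0326), macrophages (0.107 against 0.0980), CD8 T cells (0.113 against -0.0209) and DC (0.133 against -0.00800).
Cells whose mitochondrial share was above the mean plus 2 SD (13.5% of UMIs) were removed. Counts were scaled to 10000 per cell and log-transformed as in the paper, and 2000 variable genes, 15 principal components and a resolution of 0.4 were used for clustering in Seurat. The 63 genes that the paper reports as restored in monocytes, with Ifng, Cd69 and Il6, were left out of the variable genes, so that the clusters did not rest on the genes tested. For tests between groups, the UMIs of each cell type were summed within each library. These sums were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, without a block for the experiment, and adjusted by the Benjamini-Hochberg method. The paper tested single cells with a Wilcoxon test.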

An average of 10,000 cells collected and pooled from 3 different tumors in each group were analyzed (Fig. 4a). 

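Together the 6 libraries held 31147 cell barcodes, of which 30539 remained after the mitochondrial filter. The Ctrl group had 9588 cells (5091 in experiment 1 and 4497 in experiment 2), the TBI group 10802 (4748 and 6054) and the ABT group 10149 (4605 and 5544). Over genes with at least 20 counts, the chi-square per degree of freedom between the 2 libraries of a group was 60.9 in TBI, 143 in Ctrl and between these in ABT. These libraries come from separate tumors and experiments and differ in their cell types (macrophages were 16.2% and 45.0% in Ctrl), so a value above that of counting noise alone, near 1, is no finding. Scrublet, which scores each cell against simulated pairs of cells, was set to mark the cells above the 95th percentile of its score in each library. These cells were kept, except under the setting without doublets.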

All cells were clustered and embedded in two dimensions using UMAP representation (Fig. 4b). 

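The cells fell into 16 clusters, of 30 to 9183 cells. The largest of them, a macrophage-like cluster of 9183 cells, was led by Ccl8, Ms4a7 and C1qa, and was followed by a monocyte-like cluster of 7931 cells led by Chil3, F10 and Hp. A cluster of 1169 cells had 67.2% of its cells marked as doublets and was left without a name. Another 2 clusters reached no cell type by the naming rule, 1 of 785 cells led by S100a9 and S100a8 with a median of 1603 UMIs per cell, and 1 of 287 cells led by Sparc with a median of 40207.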

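A cluster could take the name of a cell type if at least 3 of its markers were found in at least 20% of the cells at 1.5 times or more the level of all other cells. Where several types qualified, the one with the most markers among the 10 leading genes of the cluster was taken, and then the one with the larger share of its markers passing. The marker lists included the genes in the paper's text, such as Itgam, Ccr2, Ly6c2, Adgre1, Cx3cr1, Cd3g, Cd8a, Nkg7, Klrb1c, Itgax, Xcr1 and Ly6d. The monocyte-like cluster passed for 8 of its 8 markers. The larger macrophage-like cluster passed for 10 of 10, and a smaller one of 1803 cells, led by the cell-cycle genes Birc5 and Tk1, for 8. Both CD8-like clusters (2475 cells, and 1284 cells led by Hist1h1b) passed for 5 of 5, and the NK-like cluster of 1256 cells for 6 of 6. DC-like clusters held 1582 cells (led by Mgl2) and 434 cells (led by Fscn1), the DC Xcr1+-like cluster 344, the CD4-like cluster 932 and the CAF-like cluster 30. The paper's short names are used for these clusters, which rest on RNA alone.
The cluster with Ly6d held 79 cells. A UMI of Ly6d was found in 86.1% of them and of Siglech, a marker of plasmacytoid DC, in 94.9%, at a median of 7235 UMIs per cell. In CD8 T cells, at a median of 6750, the shares were 0.213% and 0.186%. Of the B cell markers, Cd79a and Ms4a1 were each found in 3.8% of the cluster's cells and Cd79b in 29.1%, against 2.66% for Cd79b in CD8 T cells.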

All clusters were identified and named based on a list of classically used markers to identify immune cells (Fig. 4c and Supplementary Data 1). 

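Monocytes made up 21.6% ± 7.40 (SD, n = 2) of the cells kept in Ctrl tumors, 31.7% ± 7.96 (SD, n = 2) in TBI and 24.9% ± 7.65 (SD, n = 2) in ABT. Within experiment 1 the shares were 26.8% in Ctrl, 37.3% in TBI and 30.3% in ABT, and within experiment 2 they were 16.4%, 26.1% and 19.5%. The difference between TBI and Ctrl thus had the same sign in both experiments, and all 3 groups had a lower share in experiment 2. The log2 fold change of the share was 0.55 (standard error 0.43, adjusted p = 0.388 over 11 cell types, edgeR's quasi-likelihood test on the number of cells) without the experiment in the model, and 0.57 (standard error 0.25, adjusted p = 0.213, edgeR) with the experiment as a block. With 2 libraries against 2, an exact two-sided permutation test cannot go below p = 0.33, and gave p = 0.667. The setting that moved the value most was a TMM normalization of the cell counts, with a log2 fold change of 1.08 (adjusted p = 0.196, edgeR). With immune cells alone as the denominator it was 0.55. Leaving out 1 library at a time gave 0.24 (without Ctrl of experiment 2) to 0.95 (without Ctrl of experiment 1).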

First observation is that the size of the cluster representing monocytes (Itgam^+^, Ccr2^High^, Cx3cr1^low^, Ly6c2^High^, Adgre1^low^) tended to increase in tumors of TBI mice. On the other hand, the size of the clusters representing CD8 T cells (Cd3g^+^, Cd8a^+^), natural killer (NK, Itgam^-^, Nkg7^+^, Klrb1c^+^), dendritic cells (DC, Itgax^+^) and DC expressing Xcr1 (DC Xcr1, Itgax^+^ Xcr1^+^) tended to be smaller in the TBI group. 

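CD8 T cells were 17.7% and 13.2% of the cells in the Ctrl libraries of experiments 1 and 2, 9.58% and 11.1% in the TBI libraries, and 15.1% and 7.99% in the ABT libraries. In TBI against Ctrl the log2 fold change of their share was -0.58 (standard error 0.42). NK cells went from 7.70% and 4.07% in Ctrl to 3.58% and 2.66% in TBI, with a log2 fold change of -0.92 (standard error 0.51). DC changed by -0.51 (standard error 0.40) and DC Xcr1+ by -0.63 (standard error 0.33). All 4 shares were lower in TBI than in Ctrl within each experiment, and none passed (adjusted p = 0.388 for each, edgeR's quasi-likelihood test). With the experiment as a block the adjusted p was 0.213 for NK cells and DC Xcr1+ and 0.267 for CD8 T cells and DC (edgeR). With TMM normalization of the cell counts the DC value changed sign (0.020). In ABT against TBI the log2 fold changes were 0.16 for CD8 T cells and 0.19 for NK cells. Both were a smaller share in ABT than in TBI within experiment 2 (2.33% against 2.66% for NK cells).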

Finally, the clusters representing CD4 T cells (Cd3g^+^, Foxp3^+^, Cd4^+^), B cells (Cd3^-^, Itgam^-^, Ly6d^+^) and macrophages (Itgam^+^, Ly6c2^low^, Ccr2^low^, Cxc3cr1^high^, Adgre1^high^) remained mostly unchanged (Fig. 4d).

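CD4 T cells were 4.498% and 3.00% of the cells in Ctrl, 2.19% and 3.62% in TBI and 2.78% and 2.11% in ABT, in experiments 1 and 2. Their log2 fold change in TBI against Ctrl was -0.37 (standard error 0.42, adjusted p = 0.501, edgeR's quasi-likelihood test), and 0.14 with TMM normalization. Macrophages were 16.2% and 45.0% in Ctrl, 29.4% and 42.3% in TBI and 29.4% and 51.0% in ABT. The difference between the experiments was thus larger than that between groups, and TBI lay above Ctrl in experiment 1 and below it in experiment 2. The log2 fold change of the macrophage share was 0.23 (standard error 0.57, adjusted p = 0.702, edgeR), and it turned negative without Ctrl of experiment 1 (-0.33) or TBI of experiment 2 (-0.057). The cluster with Ly6d, in which 94.9% of cells had a UMI of Siglech, was 0.668% and 0.289% in Ctrl, 0.316% and 0.149% in TBI and 0.0434% and 0.108% in ABT. Its log2 fold change in TBI against Ctrl was -1.07 (standard error 0.63, adjusted p = 0.388, edgeR).

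**Figure D1:**
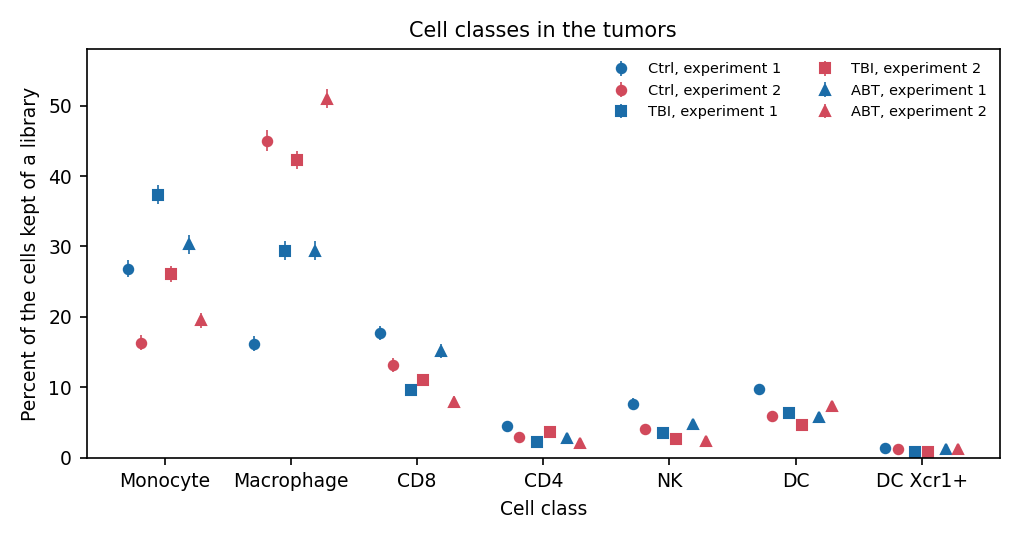
Share of cells per library for 7 cell types, as percent of the cells kept, by group. Points are libraries of experiments 1 and 2 with 95% exact binomial (Clopper-Pearson) intervals, which cover counting error only. The macrophage points of the Ctrl group lie at 16.2% and 45.0%.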

**Fig. 4:**
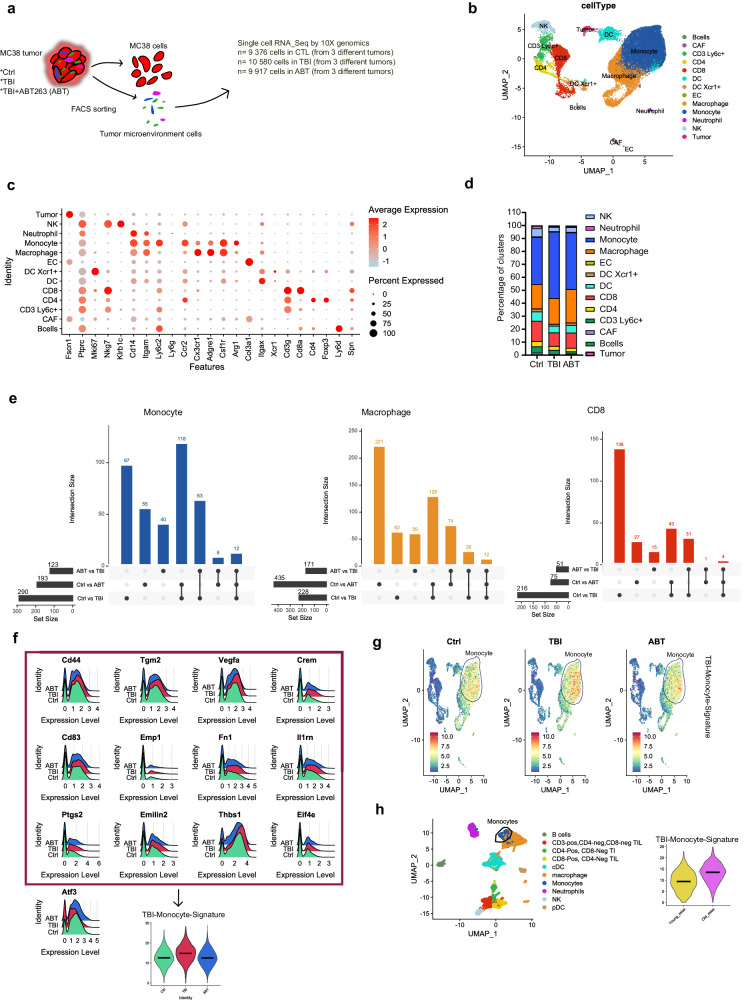
The immunosuppressive phenotype of monocytes is partially restored after treatment with ABT263. **a** Tumors from the indicated groups of mice were collected at day 22 post inoculation and dissociated. Non tumorigenic cells (referred as tumor microenvironment cells) were sorted and used for single-cell transcriptomic analysis in two independent experiments. Each group contains a pool of cells from three tumors. Approximately 10,000 cells for each group were analyzed. **b** A total of 12 different clusters representing nearly all cells from the TME were generated by Seurat package in R-studio and positioned with U-MAP representation. **c** Shown is a DotPlot listing the genes which the expression was used to identify the cell clusters generated in panel (**b**). **d** Shown is the proportion of individual cell populations from all cells analyzed. **e** UpsetPlot showing the interaction size (number of DEGs) after samples comparison in monocytes, macrophages and CD8 T cells. **f** Of the 63 genes in the monocyte cluster which the expression was restored in ABT treated mice, 13 were selected following their association with immunosuppression/immunotherapy resistance. Their individual expression are shown in RidgePlot to demonstrate the overall immunosuppressive phenotype of these monocyte cells. The global expression of the overexpressed genes (without Atf3) constitutes the TBI-Monocyte-Signature and is represented with a ViolinPlot. **g** The TBI-Monocyte-Signature identified in panel F is quantified in whole cells using FeaturePlot to highlight their expression within the monocyte cluster as defined in panel (**b**). **h** Single cell data sets generated by Zhang et al.^30^ in B16F10 tumors collected from aged (20–22 months old) and young (6–8 weeks old) mice were used to analyze the expression of the TBI-Monocyte-Signature in monocytes as show by violin plots. Source data are provided as a Source Data file.

We next analyzed the differently expressed genes (DEGs) within major cell clusters in the TBI group compared to the same cell population in the control or ABT groups (Supplementary Data 2). 

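With libraries as replicates, the sums of monocytes gave 0 differentially expressed genes at an adjusted p under 0.05 in TBI against Ctrl among 11159 genes tested, and 0 in ABT against TBI (edgeR). At an unadjusted p under 0.05 there were 892 and 285 genes. On simulated libraries with no changed gene, TBI against Ctrl gave 105 such genes per run in monocytes, 80.7 in macrophages and 131 in CD8 T cells. With the experiment as a block these numbers were 531, 596 and 531. Without the block, far less than a share of 0.05 of the genes passed, so that fit was conservative on these libraries. Its 0 calls therefore do not show that no gene changed. In macrophages the counts were 0 and 0 of 11990 genes, with 483 and 337 at an unadjusted p under 0.05. DESeq2 called 32 and 2 genes in monocytes and 15 and 4 in macrophages. The setting that moved the counts most while keeping libraries as replicates was edgeR without the filter on low counts, with 264 and 24 genes in monocytes and 163 and 43 in macrophages. With the experiment as a replicate block, the counts were 71 and 1 in monocytes and 58 and 3 in macrophages.
CD8 T cells gave 0 genes in TBI against Ctrl (454 at an unadjusted p under 0.05, 3 with DESeq2) and 1 in ABT against TBI. This was S100a9 (log2 fold change -4.35, standard error 0.42, adjusted p = 0.0317, edgeR), whose UMIs came from few cells, 11 of 455 in TBI of experiment 1 and 3 of 669 in TBI of experiment 2. DC gave 0 and 0 genes (475 and 234 at an unadjusted p under 0.05, 5 and 0 with DESeq2). NK cells gave 1 gene in TBI against Ctrl, Cd226, with a log2 fold change of -1.66 (standard error 0.23, adjusted p = 0.0371, edgeR). In ABT against TBI they gave Gzmf, at 1.49 (standard error 0.19), and Ly6c2, at -1.28 (standard error 0.15), each with an adjusted p of 0.00578 (edgeR). All 3 changed the same way in both experiments. With the experiment as a block NK cells gave 137 and 14 genes, and without the filter 45 and 15. In every NK library the 5 cells with the most Gzmf UMIs held at least 80.0% of them.
A Wilcoxon test on single cells with the thresholds of the paper's methods, run here on the same clusters, called 325 genes in monocytes, 185 in macrophages, 192 in CD8 T cells, 55 in DC and 16 in NK cells for TBI against Ctrl. For ABT against TBI it called 95, 138, 37, 7 and 1. The same test between the 2 libraries of a group called 404 genes in monocytes for Ctrl, 359 for TBI and 329 for ABT. In macrophages these counts were 393, 435 and 575. Run within each experiment for TBI against Ctrl, it called 529 and 79 genes in monocytes, with 34 shared, and 221 and 171 in macrophages, with 67 shared. On simulated libraries with 200 genes changed by 1 on the log2 scale, the edgeR test recovered 42.5% of them in monocytes, 35.0% in macrophages and 22.7% in CD8 T cells.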

By using UpSetPlot representations, to identify intersection (shared DEGs) between groups, we found that monocytes and macrophages exhibit the highest number of DEGs in TBI vs Ctrl (290 and 228 respectively) and in ABT vs TBI (123 and 171 respectively), meaning that these cell types are those most affected by TBI (Fig. 4e). More importantly, 63 DEGs (21% of 290) in monocytes and 26 DEGs (11% of 228) in macrophages are in the intersection of Ctrl vs TBI and ABT vs TBI groups, indicating the expression of those genes are fully restored after ABT263 treatments (Fig. 4e and Supplementary Fig. 6). 

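No gene passed in both contrasts with opposite signs in monocytes, macrophages, CD8 T cells, DC or NK cells (0 in each, edgeR, for which the counts of single contrasts at an unadjusted p under 0.05 are given above). DESeq2 gave 1 in macrophages and 0 in monocytes. Without the filter on low counts there were 11 in monocytes, 14 in macrophages, 22 in CD8 T cells, 11 in DC and 4 in NK cells. With the experiment as a replicate block there was 1 in monocytes and 1 in macrophages, with 7 in NK cells and 0 in the others. The Wilcoxon test on single cells gave 49 in monocytes, 34 in macrophages, 23 in CD8 T cells and 4 in DC. Of the 49 and 34 in monocytes and macrophages, 42 and 32 did not pass in ABT against Ctrl.
Of the 63 genes in the paper's monocyte list, 55 moved in the paper's direction in both contrasts and in both experiments. Random lists of 63 genes matched on expression gave a median of 18, and 0 of 10000 lists reached 55. The study chose these genes on the same samples, so the count is not independent evidence. With the groups of the list of tags it was 3. Of the genes in the paper's monocyte list for TBI against Ctrl, 257 of 288 had the same sign in both experiments, where random lists gave a median of 178. For ABT against TBI it was 106 of 123, where random lists gave 59.
The TBI libraries enter both contrasts, so their sampling noise alone moves genes in opposite directions. In 20 simulated sets without any changed gene, a median of 65.5% of genes (64.6% to 66.5%) had opposite signs in monocytes. The observed share was 67.6%. In macrophages the simulated median was 66.5% (65.9% to 67.7%) and the observed share 61.3%. CD8 T cells had 72.9%, above the simulated 66.4% to 68.3%, while DC (69.1%) and NK cells (68.6%) lay within their simulated ranges. Across all genes tested in monocytes, the log2 ratios of both experiments had a Pearson correlation of 0.245 for TBI over Ctrl and 0.034 for ABT over TBI, where genes are not independent replicates. From the genes shared by both contrasts the paper reasons that their expression is fully restored by ABT263, and it goes on to monocytes, which had the most of them.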

We first focused on monocytes since those cells contained the highest number of restored DEGs and represent the largest cluster. 

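In the clustering used here the monocyte-like class held 7931 cells and the macrophage-like class, of 9183 and 1803 cells, more. With no gene left out of the variable genes, as in the paper's methods, the monocyte share was 33.1% in Ctrl, 46.8% in TBI and 39.4% in ABT, and the macrophage share 19.9%, 21.6% and 26.6%. By the test on single cells, genes changed in both contrasts numbered 23 in CD8 T cells, 4 in DC and 0 in NK cells.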

Of the 63 DEGs in monocytes, we generated a signature of 12 overexpressed genes exhibiting immunosuppressive functions and/or associated with a poor cancer prognosis: Cd44^35^, Cd83^36^, Emp1^37^, Eif4e^38^, Thbs1^39^, Vegfa^40^, Emilin2^41^, Tgm2^42^, Ptgs2^43^, Fn1^44^, Crem^45^, Il1rn^46^ (Fig. 4f). 

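All 12 genes were higher in TBI than in Ctrl monocytes, with log2 fold changes of the summed counts from 0.21 (Fn1) to 0.74 (Crem), and all 12 were lower in ABT than in TBI, from -0.18 (Cd83) to -0.56 (Crem). On the paper's scale, the difference between log2 of the mean counts per 10000 plus 1, Crem was at 0.444, since the added 1 shrinks the fold of a gene with few counts. On that scale Emp1 in ABT against TBI was -0.289 in experiment 1 but 0.027 in experiment 2. The other genes of the 12 were lower in ABT in both experiments. In counts scaled to the library's total (CPM), Crem had 113 and 136 CPM in the Ctrl libraries of experiments 1 and 2, 199 and 215 in TBI, and 141 and 139 in ABT. Its log2 fold change in TBI against Ctrl had a standard error of 0.13 and an adjusted p of 0.245 over all genes (edgeR). It passed with DESeq2 (adjusted p = 0.00139), without the filter on low counts (1.09e-04) and with the experiment as a replicate block (0.0141). Thbs1 rose by 0.62 (standard error 0.15, adjusted p = 0.384, edgeR) and fell by 0.51 in ABT. Ptgs2 rose by 0.71 (standard error 0.21, adjusted p = 0.490, edgeR) and Vegfa by 0.41 (standard error 0.16, adjusted p = 0.566, edgeR).
Over all genes tested, 0 of the 12 genes and Atf3 passed in either contrast (edgeR), and with the replicate block 2 passed in TBI against Ctrl. Adjusted over the list alone, 9 of the 13 passed in TBI against Ctrl and 5 in ABT against TBI, or 12 and 10 with the replicate block. Since the study chose the list on these samples, this is not independent evidence. Without TBI of experiment 1 the count over the list was 1 in TBI against Ctrl, and without ABT of experiment 1 or of experiment 2 it was 0 in ABT against TBI.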

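The score is the sum over the 12 genes of each cell's ln(counts per 10000 + 1), averaged over the monocytes of a library. It was 13.2 ± 0.149 (SD, n = 2) in Ctrl, 15.5 ± 0.491 (SD, n = 2) in TBI and 13.4 ± 0.177 (SD, n = 2) in ABT. Differences of these sums of logarithms are not folds. TBI minus Ctrl was 2.81 in experiment 1 and 1.91 in experiment 2, and ABT minus TBI was -2.31 and -1.87. Both contrasts were larger than the spread between libraries of a group (pooled SD 0.313). The exact two-sided permutation test gave p = 0.33 for each, the smallest that 2 libraries against 2 allow. Leaving out 1 library at a time, TBI minus Ctrl stayed between 2.01 (without TBI of experiment 1) and 2.70 (without TBI of experiment 2). With every monocyte thinned to 1000 UMIs, TBI minus Ctrl was 2.16 and 1.87 within the experiments. The largest change came with the list of tags of experiment 2, with which TBI minus Ctrl was 1.39 and ABT minus TBI -0.202. ABT minus Ctrl, 0.270 on average, was 0.500 in experiment 1 and 0.0392 in experiment 2, and was -0.114 with no gene left out of the variable genes.
As a set in the summed counts, the 12 genes had a median log2 fold change of 0.44 in TBI against Ctrl (0.54 and 0.30 within the experiments) and of -0.35 in ABT against TBI (-0.38 and -0.32). Limma's camera test with its preset correlation gave adjusted p values of 1.18e-12 and 1.74e-13 over the 48 tests of lists computed. The study chose the 12 genes on these same samples, so these p values are not independent evidence. With the correlation between genes estimated, camera gave 0.0882 for both, and limma's fry test gave 0.141 and 0.183.

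**Figure D2:**
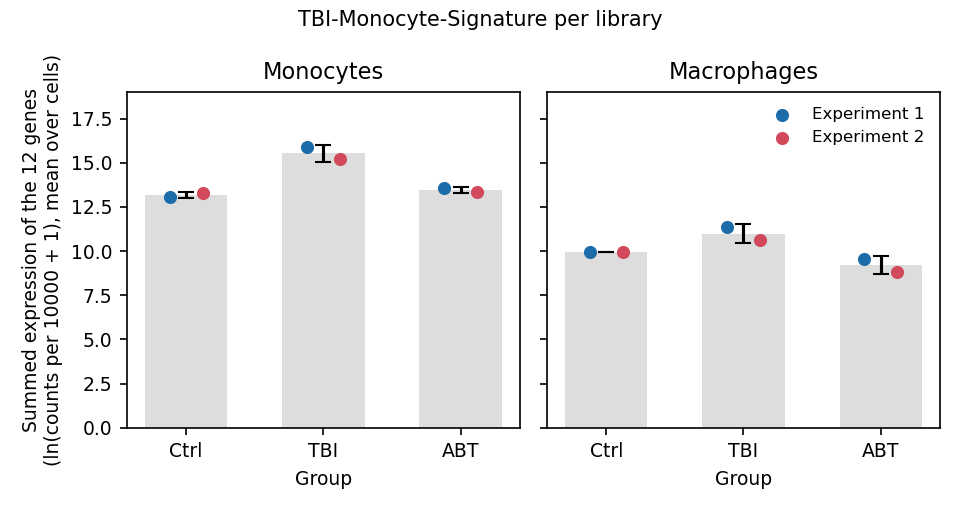
Score of the 12 genes, as the sum of ln(counts per 10000 + 1) averaged over the cells of a library, by group, in monocytes and macrophages. Bars are means, points the libraries of experiments 1 and 2 and error bars the SD (n = 2), and both TBI points of the monocytes lie above all Ctrl and ABT points.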

We referred that combination of gene as the TBI-Monocyte-Signature, and its global expression was quantified (Fig. 4f lower panel). In addition we observed the downregulation of Atf3, a transcription factor whose the downregulation is associated with a poor tumor outcome^47^ (Fig. 4f). 

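Atf3 had 553 and 453 CPM in the monocytes of the Ctrl libraries of experiments 1 and 2, 463 and 378 in TBI, and 578 and 603 in ABT. It was lower in TBI than in Ctrl within each experiment, with a log2 fold change of -0.26 (standard error 0.14, adjusted p = 0.710 over all genes, edgeR). From TBI to ABT it rose by 0.49 (standard error 0.14, adjusted p = 1.00, edgeR). Adjusted over the list alone, of Atf3 and the 12 genes, p was 0.117 and 0.0229.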

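The score of the 12 genes was highest in monocytes among the named cell types with at least 10 cells in a library, in every library. In macrophages it was 9.96 and 9.94 in Ctrl, 11.4 and 10.6 in TBI and 9.55 and 8.83 in ABT, in experiments 1 and 2. In DC the libraries lay between 5.58 and 6.76, in DC Xcr1+ between 4.61 and 6.37, in CD8 T cells between 2.96 and 3.98, in CD4 T cells between 3.18 and 4.07 and in NK cells between 2.97 and 4.00. CAF, with 1 to 9 cells per library, lay between 5.71 and 14.5. The unnamed clusters lay between 7.86 and 10.4. TBI minus Ctrl was positive in both experiments in monocytes, macrophages, DC, CD8, CD4 and NK cells, and had opposite signs in DC Xcr1+. In the summed counts the median log2 ratio of the 12 genes in TBI over Ctrl was 0.54 and 0.30 in monocytes, 0.29 and 0.11 in macrophages and 0.51 and 0.083 in NK cells, but -0.46 and -0.21 in CD4 T cells, 0.29 and -0.48 in CD8 T cells and 0.40 and -0.082 in DC, in experiments 1 and 2.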

FeaturePlot representations confirmed this gene signature is indeed associated with monocytes (Fig. 4g). 

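In macrophages, Crem had a log2 fold change of 0.73 in TBI against Ctrl (standard error 0.11, adjusted p = 0.756 over all genes, edgeR) and of -0.81 in ABT against TBI (standard error 0.11, adjusted p = 0.945, edgeR). Atf3 changed by -0.39 (standard error 0.13) and 0.46 (standard error 0.13). In TBI against Ctrl, Cd44 changed by 0.21 (standard error 0.11), Cd83 by 0.16 (standard error 0.095), Tgm2 by 0.18 (standard error 0.13) and Thbs1 by 0.26 (standard error 0.23). Thbs1 was -0.0024 without TBI of experiment 1, in a fit that compares libraries across experiments, and -0.13 with no gene left out of the variable genes. On the paper's scale, Thbs1 within experiments 1 and 2 was -0.43 and -0.53 in ABT against TBI. Against Ctrl it was -0.096 and -0.48 in ABT, so TBI lay above Ctrl in both, by little in experiment 2. All 4 were lower in ABT than in TBI, with log2 fold changes of -0.23 (Tgm2) to -0.59 (Thbs1). Adjusted over the list alone, 1 of these 6 genes passed in TBI against Ctrl and 5 in ABT against TBI, on samples from which the study chose them. With the experiment as a replicate block these counts were 5 and 6. Over all genes 0 passed (edgeR), and with the experiment as a replicate block 1 passed in each contrast. All 12 genes of the monocyte list were higher in TBI than in Ctrl macrophages (0.051 to 0.73) and lower in ABT than in TBI (-0.81 to -0.17).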

We also found a similar gene signature in macrophages, especially for the downregulation of Atf3 and the upregulation of Crem, Cd83, Cd44, Tgm2 and Thbs1 which were restored by ABT263 (Supplementary Fig. 7). Finally, we then compared the TBI-Monocyte-Signature with a previously published transcriptomic data set generated from B16F10 tumors extracted from young (3 months) and old mice (18–20 months)^30^. Using the metadata generated by the authors for monocytes (Ly6c2 + , Ccr2 + ) we found that the TBI-Monocyte-Signature is overexpressed in old monocytes vs young monocytes, suggesting that exposure to TBI induces a premature aging phenotype (Fig. 4h). Among the 63 DEGs founds in monocytes, none of them are associated with the classic patterns of senescence process such as DNA damage, CDKi expression or the senescence-associated secretory phenotype. This observation suggests that monocytes are not senescent in the tumor microenvironment.

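Of a list of 28 senescence genes (cell-cycle inhibitors, p53 targets and secreted factors such as Cdkn1a, Cdkn2a, Mdm2, Il6 and Gdf15), 0 were among the 63 restored genes. Among the genes that the paper lists for TBI against Ctrl in monocytes there were 5 (Cxcl1, Cxcl2, Mdm2, Mmp12 and Tnf). In the summed counts of monocytes, 23 of the 28 could be tested, and 19 of them were higher in TBI than in Ctrl, with a median log2 fold change of 0.35 (adjusted p = 1.79e-05, limma's camera test with its preset correlation). With the correlation estimated, the adjusted p was 0.30, and with limma's fry test it was 0.387. Within experiments 1 and 2, over 24 genes, the median was 0.20 and 0.14, with 16 and 15 genes higher, 11 higher in both and 4 lower in both. For ABT against TBI the median was -0.023 (adjusted p = 0.397, limma's camera). Cdkn1a changed by 0.16 in TBI against Ctrl (standard error 0.14, adjusted p = 0.845, edgeR) and by -0.085 in ABT against TBI. Cdkn2a was below the filter on low counts in monocytes.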

### Depletion of myeloid cells partially restores the efficacy of αPD-L1 treatments

Our results so far suggest that the immunosuppressive profile of monocytes and macrophages are responsible for the impaired accumulation of CD8 T cells in tumors of TBI mice. Indeed, GSEA performed on DEGs from CD8 T cells showed a reduced activation state of CD8 T cells collected from TBI mice compared to Ctrl (Fig. 5a, b). 

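The class of CD8 T cells held 901 and 594 cells in the Ctrl libraries, 455 and 669 in TBI and 697 and 443 in ABT. A list of 20 activation genes (among them Cd69, Ifng, Icos, Tnfrsf9, Gzmb, Prf1 and Nr4a1) stood in for the GO terms of the paper. Its median log2 fold change in TBI against Ctrl was -0.039, with 9 of 20 genes higher (adjusted p = 0.569, limma's camera test), and 0.0021 and -0.14 within experiments 1 and 2. The sign of this median changed with the 2 compared groups alone in the fit (0.0012), without the mitochondrial filter (0.027), with doublets removed (0.022) and without Ctrl of experiment 2 (0.076). A list of 9 exhaustion genes (such as Pdcd1, Lag3 and Havcr2) had a median of 0.00025 in TBI against Ctrl (mean -0.021, adjusted p = 0.873, limma's camera).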

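In ABT against TBI, the median log2 fold change of the 20 activation genes in CD8 T cells was 0.17, with 15 genes higher, and it was 0.15 and 0.24 within experiments 1 and 2. The adjusted p was 2.26e-04 (limma's camera test with its preset correlation), 0.215 with the correlation estimated and 0.221 with limma's fry test. The median of the exhaustion genes was 0.070 (adjusted p = 0.493, limma's camera).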

GSEA also showed restored activation of CD8 T cells after ABT263 treatments (Fig. 5a, b). In line with these observations, the expression of the effector function genes Ifng and Cd69 tended to decreased in CD8 T cells collected from TBI tumors. 

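In CD8 T cells, Cd69 had 325 and 297 CPM in the Ctrl libraries of experiments 1 and 2, 218 and 214 in TBI, and 289 and 228 in ABT. Its log2 fold change in TBI against Ctrl was -0.53 (standard error 0.15, adjusted p = 0.845 over all genes, edgeR), and 0.0125 adjusted over the list alone, which held Cd69 and Ifng as the study named them on these samples. The change of Cd69 in ABT against TBI was 0.26. For Ifng the log2 fold change in TBI against Ctrl was -0.077 (standard error 0.23, adjusted p = 0.999, edgeR), and it turned positive without TBI of experiment 1 (0.19) or Ctrl of experiment 2 (0.13). Its change in ABT against TBI was 0.12, and it was -0.15 without TBI of experiment 1 or ABT of experiment 2. The difference of Ifng was smaller than its standard error in both contrasts. On the paper's scale (log2 of the mean count per 10000 plus 1), its difference within experiments 1 and 2 was -0.29 and -0.16 in TBI against Ctrl and 0.29 and 0.18 in ABT against TBI.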

(Fig. 5c). Therefore, we designed an in vitro assay to measure the impact of myeloid CD11b+ cells on the proliferation of CD8 T cells. As such, CD8 T cells were collected from dissociated tumors and activated with IL2 and CD3/CD28 beads in presence or after removal of CD11b+ cells. We observed that CD8 T cells collected from tumors of TBI mice proliferated less upon stimulation suggesting that CD11b+ cells were responsible for this inhibition (Fig. 5d). Finally, we depleted Ly6c+ monocytes in TBI mice using a blocking antibody and measured if this would bypass resistance to αPD-L1 treatments (Fig. 6a). We first confirmed the depletion of Ly6c + /CD11b+ positive cells in blood of TBI mice (Fig. 6b). Then, we observed that only the combination of Ly6c and αPD-L1 blocking antibodies could efficiently delay tumor growth in TBI mice (Fig. 6c, d). These results demonstrate that myeloid cells in the context of a senescent environment have an exacerbated immunosuppressive profile and induce resistance to immunotherapy.

**Fig. 5:**
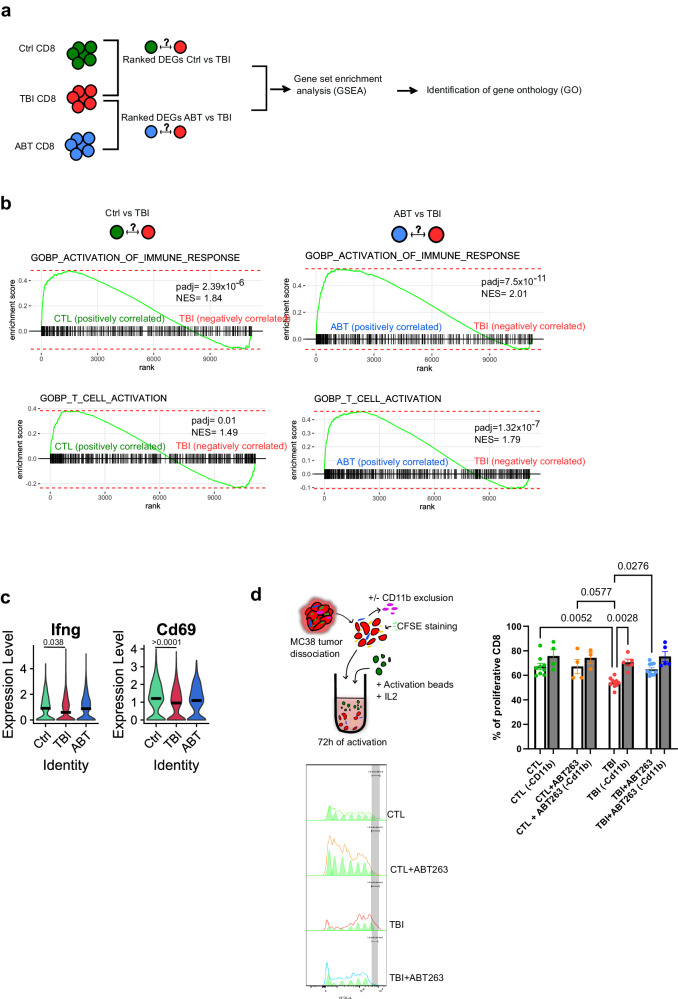
Impaired activation and proliferation of CD8 T is mediated by monocytes and partially rescued by ABT263. **a** GSEA of CD8 T cells from our RNA transcriptomic data using the fgsea package to identify enriched GO. *n* = 1421 CD8 T cells in CTL (from three different tumors), *n* = 1073 CD8 T cells in TBI (from 3 different tumors), *n* = 1072 CD8 T cells in ABT (from three different tumors). **b** Shown are the EnrichmentPlot with statistical information (*p*-value adjusted or padj, and the Normalized Enrichment Score or NES) from CD8 T cells GSEA for the selected specific GO: T cell activation and Activation of immune response. **c** Violin plots showing the transcriptomic expression of Ifnγ and Cd69 effector markers in CD8 T cells. FindMarkers function with Wilcoxon Rank Sum test. *n* = 1421 CD8 T cells in CTL (from three different tumors), *n* = 1073 CD8 T cells in TBI (from 3 different tumors), *n* = 1072 CD8 T cells in ABT (from three different tumors). **d** Schematic representing the ex vivo proliferative capacity of CFSE stained CD8 T cells within the TME, with or without myeloid cells (CD11b+), from the indicated groups following stimulation with activation beads. The percentage of proliferative CD8 T cells was evaluated using the FlowJo software and proliferation tools. *n* = 9 CTL, *n* = 4 CTL (-CD11b), *n* = 4 CTL + ABT263, *n* = 4 CTL + ABT263 (-CD11b), *n* = 11 TBI, *n* = 5 TBI (-CD11b), *n* = 10 TBI + ABT263, *n* = 5 TBI + ABT263 (-CD11b). Ordinary one-way ANOVA with Tukey correction. Shown is the mean ± SEM. Source data are provided as a Source Data file.

**Fig. 6:**
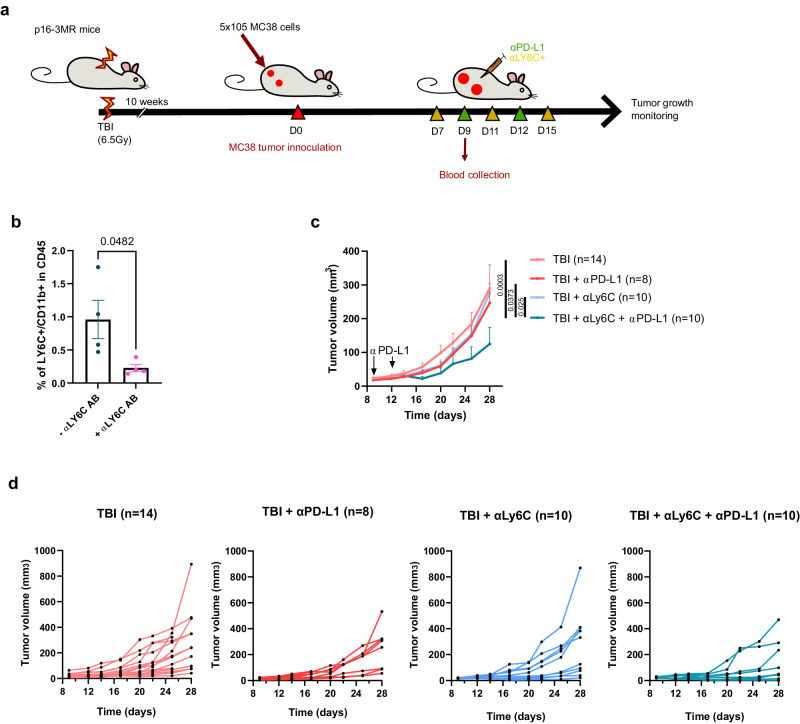
Depletion of Ly6c+ myeloid cells partially overcomes resistance to αPD-L1. **a** Schematic of the experiment. In brief, p16-3MR mice were injected on each flank with 5 × 10^5^ MC38 tumor cells expressing the mPlum fluorescent protein. Mice received a αLy6c blocking antibody by intraperitoneal injection on days 7, 11, and 15 and/or a αPD-L1 blocking antibody on days 9 and 12. **b** Shown is the proportion in blood of CD11b + /Ly6c+ cells in the CD45+ population as measured by flow-cytometry two days after the first injection of αLy6c antibodies (day 9 post tumor inoculation). *n* = 4 independent animals. Two unpaired *T*-test. Shown is the mean ± SEM. **c** Tumor growth was evaluated for each of the indicated groups of mice. Each line represents the mean tumor growth over 28 days or until the mouse had to be removed from the study. The total number of tumors per group is indicated in parenthesis. 2way ANOVA or Mixed-effect analysis with Tukey correction. Shown is the mean ± SEM. TBI group is the same as in Fig.1d and shown here again to facilitate comparison. **d** Shown is the size of each individual tumors at the indicated timepoint. The total number of tumors per group is indicated in parenthesis. Source data are provided as a Source Data file.

## Discussion

This work revealed that the accumulation of senescent cells interferes with cancer immunotherapies and that their removal, using a genetic or pharmacological approach, reverses the phenotype. Mechanistically, we showed that senescence, through its action on myeloid cells, compromises the efficacy of immunotherapy by limiting the accumulation of CD8 T cells within the TME. These results in combination with our previously published data showing that T cells purified from TBI mice can be activated and expanded at a level similar to cells collected from control mice^12^, suggest that the effect on T cells is mostly mediated in a non-cell autonomous manner. Moreover, we demonstrated that T cells from TBI mice are efficiently primed by antigen-presenting cells (dendritic cells and macrophages) and are still capable of infiltrating MC38 tumor cell spheroids in vitro. Instead, it appears that the deleterious effect arises from the lower ratio of CD8 T cells/myeloid cells (Cd11b + ) observed in TBI mice after immunotherapy. A recent publication showed that αPD-L1 treatments lead to increase apoptosis of myeloid cells^48^. We did not observe more myeloid cells death in TBI mice treated with αPD-L1. Yet, because the proportion of CD8 T cells was decreased in the TME of TBI mice, this suggested that myeloid cells, despite not significantly more abundant, were functionally more immunosuppressive. We confirmed this phenotype using both single-cell transcriptomic data and functional assays in vitro and in vivo.

Others have shown that infiltrating monocytes expressing high levels of Thbs1 and Vegfa, two genes from our TBI-induced Immunosuppressive signature, can inhibit the efficacy of αPD-L1 treatments against Lewis lung carcinoma tumors^49^. 

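Spleen and bone marrow (BM) cells were dissociated, live cells were sorted by FACS, and the Ctrl, TBI and ABT groups were tagged and sequenced as the tumor cells were, with 1 library per group and tissue. There are thus no replicates in these tissues and no test between groups was made. Spleen libraries held 5227 cell barcodes and 24618773 gene UMIs in Ctrl, 7129 and 37589512 in TBI, and 5728 and 28710223 in ABT. BM libraries held 6377 and 43873627 in Ctrl, 6536 and 44221753 in TBI, and 7231 and 47195258 in ABT. The median number of UMIs per cell was between 4214 and 4561 in spleen and between 4804 and 4840.5 in BM. After the mitochondrial filter (10.1% of UMIs in spleen and 10.4% in BM), 17754 spleen cells and 19624 BM cells were clustered, each tissue apart, into 15 clusters each. Genes with at least 30 counts in the monocytes of the 3 groups together were used, and log2 ratios of summed counts were taken after adding 1 CPM.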

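The monocyte-like cluster of the spleen held 86 cells in Ctrl (1.67% of the cells kept), 246 in TBI (3.51%) and 153 in ABT (2.73%). In BM the monocyte-like clusters held 718 (11.6%), 719 (11.3%) and 854 (12.1%). The score of the 12 genes of the TBI-Monocyte-Signature, on the scale used for tumors, was 4.47 in Ctrl, 4.45 in TBI and 4.29 in ABT spleen monocytes. In BM monocytes it was 5.42, 5.41 and 5.36. In the summed counts of the spleen, 5 of the 10 genes with enough counts were higher in TBI than in Ctrl, and their median log2 ratio was -0.084. This lay at percentile 16.1 of 10000 random gene lists matched on expression. Redrawing the counts 1000 times as Poisson variables gave medians from -0.32 to 0.30, so counting error alone covers 0. In BM, 8 of 12 genes were higher in TBI, with a median log2 ratio of 0.092, at percentile 90.5 and with redrawn medians from -0.039 to 0.20. After removal of the cells marked as doublets, with fewer genes above the minimum count, the medians were 0.021 in spleen (8 genes) and -0.0054 in BM (11 genes). In ABT over TBI the medians were 0.070 in spleen (percentile 79.9, redrawn medians from -0.11 to 0.26) and -0.053 in BM (percentile 18.7, redrawn medians from -0.36 to -0.018).
Thbs1 had 13.0 CPM in Ctrl spleen monocytes (95% exact Poisson interval 5.24 to 26.9) and 19.0 in TBI (13.1 to 26.7). In BM monocytes it had 49.8 in Ctrl (44.8 to 55.3), 57.7 in TBI (52.5 to 63.4) and 26.9 in ABT (23.5 to 30.6). Crem had 4.34 in Ctrl BM monocytes (2.95 to 6.16) and 5.00 in TBI (3.54 to 6.87), a difference not detectable at this depth. Atf3 in BM had 194 in Ctrl (184 to 205), 131 in TBI (123 to 140) and 154 in ABT (146 to 163), while in spleen it had 261 in Ctrl (219 to 308) and 321 in TBI (295 to 349). Cd83 in spleen had 65.2 in Ctrl (45.4 to 90.7) and 11.5 in TBI (7.04 to 17.8). Fn1 had 620 in Ctrl spleen monocytes (555 to 691) and 811 in TBI (769 to 854), while in BM it had 1379 in Ctrl (1352 to 1407) and 1258 in TBI (1232 to 1283). These intervals cover counting error only, with no replicate to show the spread between mice. From these tissues the paper proposes that monocytes were already partly polarized before they met tumor cells.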

Single-cell transcriptomic analysis of both the spleen and BM of control and TBI mice suggest that monocytes were already partially polarized by the systemic senescent environment in absence of tumor cells (Supplementary Figs. 8 and 9). However, this is not a prerequisite as we also showed that local RT in the context of TIS is sufficient to impair the efficacy of αPD-L1 treatments (Supplementary Fig. 3). Of the many immunosuppressive genes we observed, Thbs1 is a secreted glycoprotein implicated in a wide range of processes^50^. Blocking Thbs1 with a genetic approach in triple-negative breast cancer (TNBC) was shown to increase CD8 T cells infiltration/proliferation and improve response to αPD-L1 immunotherapy in mice^51^. To our knowledge, there is no validated pharmacological inhibitor of Thbs1 available. Similarly, increase Vegfa expression by monocytes is likely detrimental since it was shown that antiangiogenics molecules improve the efficacy of immunotherapies^52^. Another gene from our signature is *Atf3*, whose expression is downregulated in monocytes collected from TBI tumors. *Atf3* is a gene known to play a crucial role in several biological processes, such as immune response regulation. It has been reported that its downregulation in macrophages is associated with a worse outcome in patients with hepatocellular carcinoma^47^. *Atf3* was also shown to be downregulated in hematopoietic stem and progenitor cells during aging, and its expression restored after a parabiosis experiment with young mice^53^. It remains to be determined if a correlation can be drawn between immunotherapy efficacy and Atf3 expression after TIS. Finally, a recent study showed that IL-6 expression can help predict the response to αPD-L1 therapy^54^. However, in our study, IL-6 expression was not changed between groups. Overall, we believe the immunosuppressive signature and its impact on myeloid cells is likely multifactorial.

Noteworthy, in our abscopal model we observed that the elimination of the primary tumor was not compromised by senescence. This suggest that fractionated doses of RT were sufficient to kill cancer cells, likely through DNA damage-induced apoptosis, and that RT was not inhibited by the immunosppressive TME. Likewise, given the growing literature linking the accumulation of senescent cells with age-associated diseases, it is tempting to speculate that senolytics may also be able to increase ICB efficacy in aged subjects. Indeed, decrease immune functions in aged mice was reported to be associated with a decline in ICB efficacy^55–57^. This is in contrast to studies in humans who did not show a correlation between decrease ICB efficacy and aging^58^. For example, no decrease in the efficacy of ICB was observed in aged (over 70 years old) lung cancer patients^59^. However, in this study all patients (younger and old) were previously treated with platinum chemotherapy prior to receiving ICB therapy. Given platinum was shown to induce senescence it is possible that both groups had a compromised immune response independently of their age at the time of ICB treatments. For this study, we choose to use ABT263 because of its proven efficacy at eliminating senescent cells in mice. However, ABT263 is known to induce thrombocytopenia in patients and therefore has limited clinical utility^60^. For our approach to be eventually tested in patients, one would likely need to employ a different senolytic approach. It may be possible to use other proven senolytics such as quercetin+dasatinib^61^ and fisetin^62^, assuming they can efficiently improve immune cell functions.

Overall, our results demonstrate that it is possible to pharmacologically increase the tumor immune response and suggest senolytic drugs injected prior to ICB should be considered. We also identified an immunosuppressive signature in myeloid cells that it may be possible to exploit to predict the efficacy of immunotherapy. We foresee that cancer treatments that do not induce DNA damage and cellular senescence will not interfere with ICB efficacy.

## Methods

### Animals

p16-3MR mice on a C57BL/6 background were kindly donated by Dr. Judith Campisi (Buck Institute) according to a material transfer agreement. All mice were bred on-site and in vivo manipulations were approved by the Comité Institutionnel des Bonnes Pratiques Animales en Recherche of the CHU Ste-Justine (protocol 2023–5331). Both males and females mice were used as we did not observed difference in tumor growth and response to immunotherapy between sex.

### Senescence mouse models

12- to 14-week-old mice were exposed to TBI at the single sub-lethal dose of 6.5 Gy (1 Gy/min) using a Faxitron CP-160. During the 10 days following TBI, Baytril® antibiotic was added to the water to prevent infections. Alternatively, doxorubicin (CHU Sainte-Justine-Pharmacy) was administrated with a single intraperitoneal injection at a dose of 10 mg/kg.

### In vivo treatments

10 to 12 weeks after TBI or 1 week after doxorubicin, mice received intragastric gavage with vehicle alone (ethanol: polyethylene glycol 400:Phosal 50 PG at 10:30:60) or with ABT263 (MedChemExpress, Navitoclax) at 50 mg/kg/body weight. Vehicle and ABT263 was given to mice for two cycles of 5 consecutive days, with a week of rest between cycles. GCV (CHU Sainte-Justine-Pharmacy), was injected 10–12 weeks after TBI. GCV was administrated intraperitoneal for 5 consecutive days at a dose of 25 mg/kg in PBS (Multicell) after activation in 0.1 M of hydrochloric acid (Sigma).

### Cell culture

MC38 and EL-4 cells were grown in DMEM or RPMI1640 respectively (Multicell) supplemented with 10% FBS and 1% penicillin-streptomycin at 37 °C under 5% CO2 in a humidified atmosphere. MC38 tumor cells were transduced with a lentivector to express mPlum^63^ and sorted to obtain a nearly pure population with high mPlum fluorescence. Cells are routinely tested to ensure the absence of mycoplasma contamination.

### Tumor inoculation and immunotherapy treatments

MC38 and EL-4 tumor cells (were a gift from Dr. John Stagg and Dr. Hélène Decaluwe respectively) were inoculated subcutaneously (5×10^5^ and 3 × 10^5^ cells in PBS respectively) in both the right and left flanks of mice anesthetized with isoflurane. A blocking αPD-L1 antibody (BioXcell, clone 10 F.9G2) was injected intraperitoneally (200 µg in PBS per mouse) on day 9 and 12 post tumor cells inoculation when tumor size was around 25–30mm^3^. Blocking Ly6c antibody (BioXcell clone Monts 1) was injected intraperitoneally (200 µg in PBS per mouse) at day 7, 11 and 15. For the abscopal assay, MC38 cells were inoculated with two different concentrations, 5 × 10^5^ cells at the primary tumor site (right flank) and 3 × 10^5^ cells in the secondary tumor site (left flank). The primary tumor was treated with three doses of radiotherapy (3 × 8 Gy) on days 12, 13, and 14. A blocking αCTLA-4 antibody (BioXcell, clone 9H10) was injected intraperitoneally (200 µg in PBS per mouse) on day 14, 17, and 20 post tumor cells inoculation when the size of the primary tumor was between 45–50 mm^3^ and the secondary tumor between 20–25mm^3^. Tumor growth was monitored by fluorescence acquisition (Labeo Technologies) and caliper measurement. For survival analysis, mice were sacrificed when one limit point was reached according to our animal comity guidelines. Our comity established limit points as no more than 10% weight loss, no destress signs such as alopecia or decreasing activity, MC38 tumor size does not reach more than 1cm^3^ without ulceration or 0.5cm^3^ with ulceration, EL-4 tumor size does not reach more than 2cm^3^. In some cases, one of these limit point has been exceeded the last day of measurement and the mice were immediately euthanized. Tumors, spleen, and BM were excised after mice were sacrificed by lethal intraperitoneal injection of a barbituric followed by neck dislocation.

### Tissues dissociation

Tumors were collected and dissociated with the mouse tumor dissociation kit (Tumor dissociation kit for mice, Miltenyi). We used the program 37C_m_TDK2 in an Octo-Dissociator with heaters (Miltenyi). After dissociation, the enzymatic reaction was stopped by adding 10 mL of RPMI1640 supplemented with 10% FBS and the cell suspension filtered through a 70 µm mesh. The cells were then ready for analysis or frozen in nitrogen liquid for later usage. Splenocytes were obtained by crushing the spleen between a syringe cap and then filtered with a 70 µm mesh. Red blood cells were removed by adding for 2 min a Red Blood cell lysis solution (NH4Cl 0.8 mg/L, NaHCO3 0.84 mg/L, and EDTA 0.37 mg/L). Cells from the BM were obtained after flushing with a needle the soft center of tibias and femurs.

### Flow cytometry

Cells were blocked with PBS containing 2% FBS and stained using antibodies against CD16/CD32 (1/100 dilution from Biolegend) for 30 min at 4 °C. Cells were then washed in PBS containing 2% FBS and stained with conjugated antibodies for cytometry during 20 min at 4 °C in the dark (1/100 dilution). Cells were washed again and dead cells stained with the Zombie staining dye (Biolegend) for 15 min at room temperature in PBS without FBS. Cells were washed and processed on a Fortessa (BD Biosciences) for analysis. For the analysis of the TME, dissociated cells were stained using the following antibodies: CD45 (CD45-BV785, Biolegend), CD3 (CD3-AF700, Biolegend), CD4 (CD4-PE, Biolegend), CD8 (CD8-PercpCy5, Biolegend), CD11b (CD11b-BUV395, Biolegend), tumor cells were self-fluorescent (mPlum). Dead cells were stained with the Zombie-Aqua dye (Biolegend) and then analyzed by flow cytometry. For the staining of IFNγ, cells were treated with Momensin-A 1X (BioLegend) and with PMA-Ionomicine (Invitrogen™ eBioscience™ Cell Stimulation Cocktail 500X) for 2 h at 37 °C under 5% CO2 in a humidified atmosphere in complete RPMI1640. Cells were then fixed and permeabilized with the BD Cytofix/Cytoperm™ Kit and stained with an anti IFNγ antibody (IFNγ – BV785, Biolegend). The full list of antibodies used in this study is available in Supplementary Data 3. All gating strategy are presented in Supplementary Fig. 10.

### SA-βGal staining

Whole tumors were isolated and fixed in 4% PFA for 20 min. After two washes in PBS, the whole tumor was soaked in β-Gal staining solution at 37 °C (1 mg/mL X-Gal, 40 mM Citric acid Sodium phosphate buffer at pH=6, 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, 150 mM Sodium chloride, 2 mM of magnesium chloride) for 4 h. Stained tumors were washed with PBS and a picture was taken with a stereo microscope (Leika M205FA).

### Single-cell analysis

For the analysis of the TME, tumors were dissociated and mPlum+ tumor cells sorted out by FACS. For the analyses of splenocytes and BM cells, cells were dissociated as indicated above and live cells sorted by FACS. Sorted cells (1 × 10^6^) were stained using CellPlex reagents according to the 10X genomics protocol. After labeling, cells were pooled and processed on the Chromium Controller according to manufacturer’s protocol using the GEX 3’ v3 kit aiming at a capture of 10,000 cells per sample. Sequencing libraries were generated as per manufacturer’s instructions and sequenced on a NovaSeq S6000 aiming at 20,000 reads per cell for the gene expression libraries and 5000 reads per cells for the cell multiplexing library. Fastq files were aligned to the genome and reads counted using CellRanger version 6. Count matrices were analyzed using Seurat v4 (https://satijalab.org/seurat/index.html). CellPlex reads were normalized using CLR method. Mutual exclusivity of cell multiplexing label was visually confirmed. Gene expression reads were log-normalized with a scaling factor of 10,000, principal component analysis was performed using the 2000 most variable genes and data was embedded in two dimensions using Uniform Manifold Approximation and Projection computed on the first 15 principal components. Principal components used for analysis was defined by using ‘ElbowPlot’. Cells with a fraction of mitochondria reads greater than two standard deviations above the mean were removed. Cells were clustered based on a nearest-neighbor graph construction using Seurat V4 with default parameters and resolution parameter at 0.4. Clusters were annotated by inspecting the expression of the differentially expressed genes with a log2 fold change of at least 0.15, a difference in proportion of positive cells of at least 0.01 and an adjusted *p*-value of less than 0.05 based on a wilcoxon rank sum test. We also inspected the expression of classically reported markers in the literature.

### Differentially expressed genes identification and gene set enrichment analysis

Gene set enrichment analysis (GSEA) analysis were performed on the DEG identified as above using the fgsea package (Release 3.17). The Biological process:GO were tested after downloading pathways from the MSIgb database (BP: subset of GO, https://www.gseamsigdb.org/gsea/msigdb/mouse/genesets.jsp?collection=GO:BP). Only the pathways with an adjusted *p*.value adj <0.05 were considered as statistically different.

### Spheroid infiltration assay

Spheroids were formed following plating 1 × 10^4^ MC38 cells in a 96-well round bottom ultra-low attachment cell plate (LSBio, PrimeSurface® 3D Culture Spheroid plates: Ultra-low Attachment (ULA) Plates). 3 days after, when spheroids were formed, 1 × 10^5^ freshly isolated splenocytes were added and coculture for 5 days after which spheroids were washed 3 times in PBS and enzymatically dissociated in trypsin 0.25% (Multicell) coupled with frequent pipetting during 5–10 min. Dissociated spheroid cells were analyzed by flow cytometry.

### Bioluminescence assay

To measure in vivo bioluminescence, p16-3MR mice were anesthetized using isoflurane and injected intraperitoneally with water-soluble coelenterazine (CTZ; NanoLight Technology™) at a concentration of 1 mg/mL in 0.9% NaCl (Sigma). 12 min post-injection, mice were imaged using the Epi-Fluorescence & Trans-Fluorescence Imaging System (Labeo Technologies). For the imaging of resected tissues, spleens were directly soaked in a 0.1 mg/mL diluted coelenterazine solution (in PBS), and immediately analyzed.

### Gene expression by RT-qPCR

RNA from splenocytes and monocytes was extracted with the RNeasy® Mini (Qiagen) after tissue and cell disruption with a rotor-stator. A total of 1 µg of extracted RNA was reverse-transcripted into cDNA using the QuantiTect Reverse Transcription Kit (Qiagen). Retrotranscipt cDNA was diluted 1/5 with RNAase-free water. The real-time PCR reaction was performed on a light cycler system (Roche) in 96 wells using the SYBR-Green reagent (PowerUP Thermofisher) and specific primers in a final volume of 20 µL. Gene transcripts were normalized to *Gapdh* and *B2mg*. Relative mRNA compared to the control group was calculated using the comparative cycle threshold (CT) method (2− ΔΔCt). The following primers used for PCR:

Mousse p21 – Forward – TTGTCGCTGTCTTGCACTCTGGT

Mousse p21 – Reverse – AGACCAATCTGCGCTTGGAGTGAT

Mouse Gapdh – Forward – GAAGGTCGGTGTGAACGGA

Mouse Gapdh – Reverse – GTTAGTGGGGTCTCGCTCCT

Mouse B2m – Forward – CTGCAGAGTTAAGCATGCCAGTA

Mouse B2m – Reverse – TCACATGTCTCGATCCCAGTAGA

Mouse p16 – Forward – CAGGGCCGTGTGCATGA

Mouse p16 – Reverse – CATCATCACCTGAATCGGGGT

### CD8 T cell proliferation in vitro assay

Tumors were excised on day 22 after inoculation and dissociated with the mouse tumor dissociation kit (Miltenyi). All cells were stained with 1 µM of CFSE (Celtrace-Thermo fisher) for 20 min before adding complete media containing 10% FBS to absorb any unbound dye. Then, cells were plated in a 96-well plate (1.5 × 10^5^ cells/well) in complete RPMI 1640 supplemented with 0.1% βmercapto-ethanol, 2 mM l-glutamine and 30 UI.mL of IL-2. To activate T cells, CD3/CD28 beads (Dynabeads, Thermofisher) were added at a ratio of 2 beads per cell (2:1). The proliferative capacity of T cells was evaluated 72 h after activation by flow cytometry using the zombie-NIR live staining (Biolegend), CD3-AF700, and CD8-BV421 antibodies (Biolegend). The proportion of non-proliferative CD8 T cells was evaluated using the FlowJo v10 software. Were indicated, CD11b+ cells were removed using the PE-Selective dissociation kit for mouse cells (StemCell) following the manufacturer steps and using 3 µg of CD11b PE-coupled antibody (Biolegend). A fraction of myeloid cells were used for qPCR analysis after lysing in RLT (Qiagen).

### Splenic CD8 T cell activation by APC

Splenocytes were plated in a 96-well plate (4 × 10^5^ cells/well) in RPMI 1640 supplemented with 0.1% βmercapto-ethanol, 2mM L-glutamine and 30UI.mL of IL-2. Cells were then loaded with the gp33 peptide (Iba-lifesciences) at a concentration of 1 µM for 12 h with 50 ng mL of LPS (Sigma). Fresh transgenic T cells specifically recognizing the gp33 peptide were purified from the spleen of P14 mice (Jackson, P14 TCRVα2Vβ8) using the EasySep Mouse T cell isolation kit (Stem cells). Purified T cells were then stained with 1 µM of CFSE (Celtrace-Thermo fisher) and cultivated with gp33 loaded cells at a concentration of 1 × 10^5 ^T cells per well. After 72 h, T cells proliferation was analyzed by flow cytometry using CD3 (CD3-AF700, Biolegend), CD8 (CD8-BV421, Biolegend), and a viability dye (NIR-Zombie, Biolegend). FlowJo V10 software is used to analyze cell proliferation.

### OVA-DQ phagocytosis and processing assay

Splenocytes were plated in a 96-well plate (1 × 10^6^ cells/well) and OVA-DQ (DQ Ovalbumin, Thermofisher) was added at a concentration of 100 µg/mL for 30 min to allow its phagocytosis by APC. OVA-DQ was then washed and its processing by macrophages (F4/80+, CD45+) and dendritic cells (CD45+, CD11c ) analyzed 3 h later by flow cytometry (Digested fragment have BODIPY dye). The following antibodies were used: CD11c-APC (Biolegend), F4/80-APC/Cy7 (Biolegend), CD45-PE-Cy7 (Biolegend), 7AAD (Biolegend).

### Statistical analysis

Graph-pad Prism version 9 was used for the statistical analysis and graphical representations. All data showed are the mean +/− SEM. A one-way ANOVA (equal standard deviations, SDs) or Brown-Forsythe (unequal SDs) assessed the statistical significance for RT-qPCR, tumor immune infiltration, and T cell proliferation. For tumor growth, we used a two-way ANOVA or the mixed-effect analysis when the group sizes were unequal. We use the Tukey tests for the multiple comparison tests following Prism’s recommendations. SDs differences were calculated with Brown-Forsythe and Bartlett’s test. Normality and gaussian distributions of data set were measured with D’Agostino & Pearson test and Shapiro–Wilk test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

The single-cell transcriptomic data generated in this study have been deposited in the GEO database under accession code GSE256486. Data used in Fig. 5g, h from Zhang C, Lei L, Yang X, et al. (ref. ^30^. in the manuscript) are available in the scRNA database under the repository name SCP1261. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: Senescence drives immunotherapy resistance by inducing an immunosuppressive tumor microenvironment
**Source:** Nat Commun. 2024 Mar 18;15:2435. doi: 10.1038/s41467-024-46769-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** complete list of DEGs defining clusters.

**Supplementary Data 2:** complete list of DEGs identified after using FindMarkers function between Ctrl, TBI and ABT group in the different clusters.

**Supplementary Data 3:** Antibodies used for flow cytometry.

How the deposited data were processed for this re-analysis (not part of the article)

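Single cells of tumors (2 experiments), spleen and bone marrow (1 experiment each) were sequenced in the groups Ctrl, TBI and ABT, which gave 12 matrices. The values are counts of UMIs per gene and cell, as deposited. According to the paper's methods and the file headers, the authors made these counts with Cell Ranger (version 6), which aligned the reads, called the cells and assigned each cell to 1 of the 12 multiplexing tags, and no normalization was applied before deposit. The genome build is not given in the sources used here, genes are named by the symbols in the files, and the 12 tag rows were left out of all totals and tests. The libraries that hold only the multiplexing tags were not analysed here.

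In every matrix the most frequent tag held between 86.1% and 91.9% of the tag UMIs. It is the tag that the authors list for that group in 9 of the 12 matrices, and the exceptions are the 3 tumor matrices of experiment 2. Groups were taken from the names on the matrices, and the groups of the tag list were run as an alternative chosen after the data were seen. Group, experiment and tissue come from the sample labels and the paper. Libraries, not cells or mice, are the replicates (n = 2 per group in tumors), and it is not clear from the paper whether the 3 pooled tumors per group are per experiment.

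Barcodes per tumor library numbered 4586 to 6144, with a median of 7759 to 9125 UMIs and 2244 to 2392 genes per cell. Spleen cells had a median of 4214 to 4561 UMIs and BM cells of 4804 to 4840.5. A share of cells in 1 library is given with or within a 95% exact binomial (Clopper-Pearson) interval, and a count of 0 allows up to 3 counts. Such limits cover counting error only.

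Each tissue was processed apart, without integration. Cells with a share of UMIs from 13 mitochondrial genes above the mean plus 2 SD were removed. Seurat 5.3.0 in R 4.3.3 was used with log-normalization to 10000 counts, 2000 variable genes, 15 principal components and a resolution of 0.4, as in the paper's methods, except for the 66 genes left out of the variable genes. Scrublet (Scanpy 1.11.5, Python 3.11.15) marked the cells above percentile 95 of its score in each library, a rule chosen after its automatic threshold was seen to mark between 0% and 5.49% of cells. Clusters with more than 50% of marked cells were left without a name, as were clusters whose 10 leading genes held more markers of another cell type. Leading genes were those found in more than 10% of a cluster's cells, ranked by their fold over the other cells after adding 0.05 counts per 10000.

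Counts were summed per cell type and library and compared with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM, filterByExpr) in 1 fit over the 6 tumor libraries with the group as the only term, for TBI against Ctrl, ABT against TBI and ABT against Ctrl. The cell types were monocytes, macrophages, CD8 T cells, DC and NK cells. P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Restored genes were those that passed in TBI against Ctrl and in ABT against TBI with opposite signs. The number of cells per type and library was compared with edgeR's quasi-likelihood test, without TMM and adjusted over 11 cell types. Lists of genes (signature, senescence, activation, exhaustion, immediate early, heat shock, hypoxia and interferon) were tested with camera in limma 3.58.1, adjusted over 48 tests, and again with the correlation between genes estimated and with fry. No call of camera on these lists held under either of these, except the interferon list in CD8 T cells with fry and the replicate block (adjusted p = 0.032, limma). On simulated libraries with no changed gene, random lists of 12 genes were tested at an unadjusted p under 0.05. Camera with the correlation estimated called 0.5% of them in monocytes, 0.167% in macrophages and 0% in CD8 T cells. Preset camera called 4.33%, 5.5% and 3%, and fry 4.33%, 4% and 2.83%. A call lost with the correlation estimated is thus weak evidence against a list. Genes were drawn independently there, so preset camera was not tested on correlated genes. In spleen and BM, genes with at least 30 counts were compared as log2 ratios after adding 1 CPM, with 1000 Poisson redraws and 10000 random lists matched on expression in 20 bins, and no test was made. Sex was read from Xist and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, in cells thinned to 1000 UMIs.

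The test that the paper's methods give where clusters are annotated was run as an alternative, with Wilcoxon tests on single cells, a log2 fold change of at least 0.15, a difference in detection of at least 0.01 and Bonferroni adjustment. A minimum detection of 0.1 in either group was assumed for it. The other alternatives were DESeq2 1.42.0, size factors of the DESeq2 type in edgeR, no filter on low counts, the experiment as a replicate block, the compared groups alone in the fit, each library left out in turn, other mitochondrial filters, a resolution of 0.8, 30 principal components, doublets removed, no gene left out of the variable genes, and all genes of the paper's monocyte, macrophage and CD8 tables left out. Marker lists, gene lists, main tests and alternatives were set before the data were examined, apart from the tag list, alone or with the block, and the single-cell test with the paper's clustering or the tag list. The paper's values for its own genes had been seen.

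The paper states that labelled cells were pooled and that there were 2 independent experiments, and names no pairing of groups. A block for the experiment was considered here for that reason. Deviations of same-numbered libraries from their group means correlated across genes between 0.108 and 0.428 in the 5 cell types. The block was kept as an alternative. Genes named in the text are those the paper names for these data, Cdkn1a and Cdkn2a, the sex-linked genes, and for each cell type and contrast up to 3 genes per direction with the largest fold change among those that passed and changed the same way in both experiments. The edgeR and DESeq2 tests and the single-cell test were tested on simulated data with 200 changed genes. The limma tests were run on simulated libraries with no changed gene alone, so their power was not tested. For randomly halved cells the single-cell test made 0 calls, and it recovered 196 of the 200 genes. Figures were drawn with matplotlib 3.10.9, and tables made with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. The detection of a further marker gene is not reported here.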

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

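The tests of where the Y-linked UMIs came from were chosen only after the result was seen.

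A signal appeared in genes that the paper does not discuss. A UMI of the Y-linked genes Ddx3y, Uty, Kdm5d or Eif2s3y was found in a median of 44.3% of cells over the 3 spleen libraries (41.9% to 47.6%) and in a median of 43.5% over the 3 BM libraries (42.8% to 45.0%), while the sample labels call the mice female and the paper used both sexes. Xist was found in at most 0.0691% of the cells of these libraries. In the 6 tumor libraries it was the other way round, with Xist in 85.3% to 89.6% of cells and a Y-linked UMI in at most 0.0533%. At a depth of 1000 UMIs per cell the Y-linked share was 12.1% to 13.0% in spleen, 10.9% to 11.6% in BM and 0% in every tumor library, with upper 95% limits of at most 0.0818%. Free RNA from a few male cells is argued against by the lowest of the spleen and BM shares, 10.9%, with Xist almost absent from the same cells. A tumor library exchanged with a spleen or BM library is argued against by the highest share among tumor libraries, 0.0533%. These values argue against the label female for the mice of the 3 spleen and 3 BM libraries, whose cells had Y-linked UMIs and almost no Xist. For the 6 tumor libraries they go with the label. No data other than these genes bear on the sex of the mice.

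The change of the signature score in monocytes between TBI and Ctrl differed between tissues in direction. It was 2.36 in tumors, positive within both experiments, -0.0182 in spleen and -0.00764 in BM. The difference between the tissues was not tested, since spleen and BM have 1 library per group. The spleen and BM values lie close to 0, and their sign is not stable. At 1000 UMIs per cell the spleen value was 0.209 and the BM value -0.116, and with doublets removed the median log2 ratio of the signature genes went from -0.084 (10 genes) to 0.021 (8 genes) in spleen and from 0.092 (12 genes) to -0.0054 (11 genes) in BM, so that the genes changed with the cells. Depth does not produce the tumor difference, which stayed at 1.87 or more in each experiment after thinning to 1000 UMIs per cell. The tissues also differ in the sort (live cells in spleen and BM, cells without mPlum in tumors), in the number of monocytes and in the sex-linked genes above, so that a response specific to the tumor, which the design names, cannot be separated from them here.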

How the results depend on the processing

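The tests with the tag list (the authors' list of tags as the groups of experiment 2), alone or with the replicate block, and the single-cell test with the paper's clustering or with the tag list were chosen only after the results had been seen. The 120 results below were computed under 2150 alternatives in all. Of these, 1768 values stayed within the spread between libraries or kept their direction and their side of the threshold. Another 82 changed sign, 59 lost and 23 gained a call, and 218 counts, scores or shares moved further. Unless a cause is given, the cause was not tested. DESeq2-type size factors in edgeR changed no call and no direction among these results.

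Differentially expressed genes at an adjusted p under 0.05 (edgeR) numbered 0, 0 and 1 in monocytes, 0, 0 and 0 in macrophages, 0, 1 and 0 in CD8 T cells, 0, 0 and 0 in DC and 1, 2 and 1 in NK cells in TBI against Ctrl, ABT against TBI and ABT against Ctrl, in this order. At an unadjusted p under 0.05 there were 892, 285 and 516 in monocytes, 483, 337 and 584 in macrophages, 454, 310 and 209 in CD8 T cells, 475, 234 and 281 in DC and 340, 215 and 271 in NK cells. With DESeq2 the counts were 32, 2 and 7 in monocytes, 15, 4 and 5 in macrophages, 3, 2 and 2 in CD8 T cells, 5, 0 and 0 in DC and 1, 2 and 1 in NK cells. Without the filter on low counts they were 264, 24 and 138 in monocytes, 163, 43 and 178 in macrophages, 104, 96 and 42 in CD8 T cells, 138, 16 and 79 in DC and 45, 15 and 29 in NK cells. On simulated libraries with 200 changed genes, the fit without the filter recovered 67.0% of them in monocytes against 42.5% with it, and called 2.67 false genes per run in monocytes, 1 in macrophages and 3 in CD8 T cells. With the replicate block the counts were 71, 1 and 4 in monocytes, 58, 3 and 76 in macrophages and 0, 1 and 2 in CD8 T cells. They were 1, 1 and 1 in DC and 137, 14 and 90 in NK cells. On the same simulated libraries the block recovered 75.5% of the changed genes in monocytes, 81.3% in macrophages and 67.0% in CD8 T cells. Without block and with the filter these values were 42.5%, 35.0% and 22.7%. The block called 13.3 false genes per run in monocytes, 11.3 in macrophages and 7 in CD8 T cells. On simulated libraries with no changed gene, the fit without the filter called at most 0.33 genes per run and the block 1.33, 2 and 1.67. With the compared groups alone in the fit, ABT against Ctrl gave 1 in DC and 4 in NK cells.

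The single-cell test, in which cells are the replicates, gave 325, 95 and 219 in monocytes, 185, 138 and 246 in macrophages, 192, 37 and 66 in CD8 T cells, 55, 7 and 42 in DC and 16, 1 and 5 in NK cells. With the paper's clustering it gave 277, 118 and 190 in monocytes, 189, 136 and 325 in macrophages, 194, 37 and 71 in CD8 T cells, 49, 5 and 34 in DC and 17, 0 and 4 in NK cells, and with the tag list 206, 51 and 197 in monocytes, 136, 61 and 138 in macrophages and 24, 40 and 108 in CD8 T cells. More calls come by construction here, since the number of cells replaces that of libraries. Genes restored, 0 in each cell type with edgeR, numbered 1 in macrophages with DESeq2. Without the filter there were 11 in monocytes, 14 in macrophages, 22 in CD8 T cells, 11 in DC and 4 in NK cells. The replicate block gave 1 in monocytes, 1 in macrophages and 7 in NK cells, and the clustering with all table genes left out gave 1 in NK cells. The single-cell test gave 49 in monocytes, 34 in macrophages, 23 in CD8 T cells and 4 in DC. These were 61, 24, 27 and 3 with the paper's clustering, and 15, 12 and 1 in the first 3 with the tag list.

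The single gene in monocytes in ABT against Ctrl (Ccl17) was lost (0 genes) with the mitochondrial cutoff per library, without a mitochondrial filter, with no gene left out, with all table genes left out, at resolution 0.8, with 30 components, with doublets removed and with the tag list, alone or with the block. S100a9 in CD8 T cells in ABT against TBI was lost (0 genes) without a mitochondrial filter, with all table genes left out, with 30 components, with doublets removed and with the tag list, alone or with the block, and 1 gene passed in TBI against Ctrl without a mitochondrial filter. NK cells gave 0 genes in TBI against Ctrl with the mitochondrial cutoff per library and at resolution 0.8. They gave 2 without a mitochondrial filter, with no gene left out or with all table genes left out, and 3 with doublets removed. The 2 genes with all table genes left out did not include Cd226. In ABT against TBI that setting gave 2 genes, both higher in ABT, so that Ly6c2 was lost. In ABT against Ctrl NK cells gave 0 with all table genes left out and 3 with 30 components, which gave 4 in ABT against TBI. With the tag list NK cells gave 0 in ABT against TBI and 0 in ABT against Ctrl, and CD8 T cells 2 in ABT against Ctrl. With the tag list and the block there was 1 gene in macrophages in TBI against Ctrl, 1 in ABT against Ctrl, 1 in CD8 T cells in ABT against Ctrl, and 4 and 3 in NK cells in TBI against Ctrl and ABT against Ctrl.

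Leaving out 1 library at a time, where the lone library of a group is taken to vary as the others do, gave in monocytes 0 to 9 genes in TBI against Ctrl (9 without Ctrl of experiment 2, 5 without TBI of experiment 2, 2 without Ctrl of experiment 1), 0 to 3 in ABT against TBI (3 without TBI of experiment 2) and 0 to 19 in ABT against Ctrl (19 without Ctrl of experiment 2, 2 without Ctrl of experiment 1, 0 without either ABT library). Macrophages gave 0 to 3 in TBI against Ctrl and 0 to 5 in ABT against Ctrl, the highest without Ctrl of experiment 2 and 1 in each without Ctrl of experiment 1. In CD8 T cells the gene in ABT against TBI was lost (0 to 1) without any of the TBI or ABT libraries, and ABT against Ctrl gave 0 to 5 (5 without Ctrl of experiment 2). DC gave 0 to 12 in TBI against Ctrl (12 without Ctrl of experiment 1, 8 without Ctrl of experiment 2) and 0 to 6 in ABT against Ctrl (6 without Ctrl of experiment 2, 3 without Ctrl of experiment 1, 1 without either TBI library). NK cells gave 0 to 3 in TBI against Ctrl (0 without either Ctrl library, 3 without TBI of experiment 1, 2 without any of the others), 1 to 4 in ABT against TBI (4 without TBI and 1 without ABT of experiment 2) and 1 to 9 in ABT against Ctrl (9 and 7 without TBI of experiments 2 and 1). Restored genes were 0 to 3 in monocytes and 0 to 1 in NK cells, the highest without TBI of experiment 2.

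The signature score in monocytes, 2.36 for TBI minus Ctrl, -2.09 for ABT minus TBI and 0.270 for ABT minus Ctrl, was 1.39, -0.202 and 1.18 with the tag list. TBI minus Ctrl was 2.76 with all table genes left out and 2.02 with cells thinned to 1000 UMIs, and ABT minus Ctrl was -0.114 with no gene left out. As the mean log2 CPM of the 12 genes, which is another scale, TBI minus Ctrl was 0.403 and ABT minus TBI -0.354. Without 1 library TBI minus Ctrl ran from 2.01 (without TBI of experiment 1) to 2.70 (without TBI of experiment 2), and the signature score in monocytes, ABT minus TBI, from -2.43 to -1.74 without the same libraries. Of the study's 63 restored genes, 55 moved its way in both experiments, and 3 with the tag list. Past adjustment over the list alone there were 9 of the 13 signature genes with Atf3 in TBI against Ctrl and 5 in ABT against TBI. The latter was 10 without the filter and 10 with the replicate block, and both were 0 with the tag list, alone or with the block. Without 1 library they ran from 1 (without TBI of experiment 1; 3 without Ctrl of experiment 1) to 7, and from 0 (without either ABT library; 2 and 1 without TBI of experiments 1 and 2) to 6. For the 6 macrophage genes of Supplementary Fig. 7, 1 passed in TBI against Ctrl and 5 in ABT against TBI. The first count was 2 with DESeq2, 2 without the filter and 5 with the block, and the second 2 with all table genes left out and 3 with doublets removed, and both were 0 with the tag list, alone or with the block. Without 1 library they ran from 1 to 2 (2 without Ctrl of experiment 2) and from 1 to 4 (1 without ABT of experiment 2, 2 without either TBI library).

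Of the lists of genes, given as median log2 fold changes, the calls of camera that were lost under fry and with the correlation estimated, where the medians are the same by construction, were the signature in monocytes (0.44 in TBI against Ctrl and -0.35 in ABT against TBI), the senescence list (0.35), heat shock (0.26) and hypoxia (0.28) in monocytes, immediate early (-0.14), heat shock (0.17) and interferon (-0.25) in macrophages, and immediate early (-0.38), heat shock (0.19), hypoxia (0.19) and interferon (-0.61) in CD8 T cells, all in TBI against Ctrl. Those in ABT against TBI were activation (0.17), interferon (0.28) and immediate early (0.32) in CD8 T cells.

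The smallest medians changed sign under several alternatives. The interferon list in monocytes in TBI against Ctrl, 0.0037, was -0.00038 without the filter on low counts, -0.054 without a mitochondrial filter, -0.071 with no gene left out, -0.21 with all table genes left out, -0.11 with 30 components, -0.037 with doublets removed, -0.032 with the tag list and -0.041 with the tag list and the block. The immediate early list in monocytes, 0.021, was -0.0024 without a mitochondrial filter, -0.038 with no gene left out, -0.057 with all table genes left out, -0.043 with 30 components, -0.033 with the tag list and -0.029 with the tag list and the block. The exhaustion list in CD8 T cells in TBI against Ctrl, 0.00025, was -0.025 with the replicate block, -0.056 without a mitochondrial filter, -0.060 with no gene left out, -0.028 at resolution 0.8, -0.12 with doublets removed, and gained a call (0.042) with the tag list and the block. Its ABT against TBI median gained a call without a mitochondrial filter (0.18). The activation list in TBI against Ctrl, -0.039, was 0.027 without a mitochondrial filter, 0.022 with doublets removed and 0.0012 with the compared groups alone, and gained a call (-0.060) with the tag list and the block. Its call in ABT against TBI was lost without a mitochondrial filter (0.18), at resolution 0.8 (0.15), with the tag list (0.10) and with the tag list and the block (0.10). The immediate early list in macrophages lost its call with all table genes left out (-0.11).

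With the tag list, and with the tag list and the block, in this order, calls were lost for the signature in monocytes in ABT against TBI (-0.038 and -0.036) and, in TBI against Ctrl, for the senescence list (0.089 and 0.12), heat shock (0.10 and 0.095) and hypoxia (0.097 and 0.12) in monocytes, immediate early (-0.0092 and -0.011) and interferon (-0.059 and -0.054) in macrophages and hypoxia in CD8 T cells (0.0084 and 0.012). The sign changed for hypoxia in macrophages in TBI against Ctrl (-0.066 and -0.084) and in CD8 T cells in ABT against TBI for interferon (-0.15 and -0.14) and immediate early (-0.10 and -0.078). Of single genes, the log2 fold change in ABT against TBI changed sign in monocytes for Emilin2 (0.019 and 0.034), Tgm2 (0.022 and 0.077), Fn1 (0.045 and 0.047), Crem (0.089 and 0.064) and Il6 (-0.43 and -0.43), in macrophages for Cd44 (0.052 and 0.060), Tgm2 (0.16 and 0.16) and Atf3 (-0.028 and -0.040), and in CD8 T cells for Cd69 (-0.035 and -0.058). In TBI against Ctrl it changed sign for Tgm2 in macrophages (-0.062 and -0.062). The correlation across genes of both experiments, with the tag list, was -0.196 in monocytes, -0.229 in macrophages and -0.0807 in CD8 T cells for TBI over Ctrl, and -0.150, -0.0897 and -0.0718 for ABT over TBI, where the names on the matrices gave 0.245, 0.228, 0.171, 0.0337, 0.0356 and -0.00610.

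Without 1 library, medians of lists in TBI against Ctrl ran, in monocytes, from -0.020 (without TBI of experiment 1) to 0.098 (without TBI of experiment 2) for immediate early (-0.016 without Ctrl of experiment 1), 0.046 (without TBI of experiment 1) to 0.43 (without TBI of experiment 2) for heat shock, which also lost its call without Ctrl of experiment 2 (0.22), and -0.18 (without TBI of experiment 1) to 0.16 (without Ctrl of experiment 1) for interferon, which was -0.068 without Ctrl of experiment 2 and gained a call without TBI of experiment 2 (0.12). In macrophages they ran from -0.22 (without TBI of experiment 1) to -0.094 (without TBI of experiment 2) for immediate early, with the call lost there and without Ctrl of experiment 1 (-0.11), 0.014 (without TBI of experiment 1) to 0.34 (without TBI of experiment 2) for heat shock, -0.0081 (without TBI of experiment 2) to 0.095 (without TBI of experiment 1) for hypoxia and -0.36 (without TBI of experiment 1) to -0.14 (without TBI of experiment 2) for interferon, with the call lost at the end nearer 0. In CD8 T cells they ran from -0.12 (without Ctrl of experiment 1) to 0.076 (without Ctrl of experiment 2) for activation, -0.21 (without Ctrl of experiment 1) to 0.19 (without Ctrl of experiment 2) for exhaustion (-0.022 without TBI of experiment 2), 0.075 (without TBI of experiment 1) to 0.32 (without TBI of experiment 2) for heat shock and 0.11 (without TBI of experiment 2) to 0.30 (without TBI of experiment 1) for hypoxia. The calls of the last pair were lost at their lowest values and without Ctrl of experiment 1 (0.17 and 0.14). For ABT against TBI the senescence list in monocytes ran from -0.12 (without TBI of experiment 2) to 0.067 (without TBI of experiment 1), with 0.054 without ABT of experiment 1 and a call gained without ABT of experiment 2 (-0.10). The hypoxia list there ran from -0.18 (without TBI of experiment 2) to 0.064 (without TBI of experiment 1), with calls gained at the lowest value and without ABT of experiment 2 (-0.15). The exhaustion list in CD8 T cells ran from -0.015 (without TBI of experiment 1) to 0.14 (without TBI of experiment 2), with a call gained without ABT of experiment 2 (0.13).

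Leaving out 1 library without a block compares libraries across experiments. Single genes whose sign then changed were, in monocytes, Il1rn in TBI against Ctrl (-0.019 (without Ctrl of experiment 1) to 0.81 (without Ctrl of experiment 2)), although within the experiments it was 0.41 and 0.13 on the paper's scale, and, in ABT against TBI, Emp1 (-0.54 (without ABT of experiment 2) to 0.012 (without ABT of experiment 1)), Cdkn1a (-0.27 (without ABT of experiment 2) to 0.071 (without ABT of experiment 1)) and Il6 (-0.37 (without TBI of experiment 2) to 0.60 (without TBI of experiment 1); -0.18 without ABT of experiment 2). For Emp1 the sign also differed within the experiments, at -0.289 and 0.027 on the paper's scale. Thbs1 in macrophages in TBI against Ctrl ran from -0.0024 (without TBI of experiment 1) to 0.49 (without TBI of experiment 2), and was -0.13 with no gene left out and -0.0077 with 30 components. Il6 in monocytes in TBI against Ctrl, 0.60, was -0.28 with all table genes left out. In CD8 T cells Ifng ran from -0.38 (without TBI of experiment 2) to 0.19 (without TBI of experiment 1) in TBI against Ctrl, with 0.13 without Ctrl of experiment 2, and from -0.15 (without ABT of experiment 2) to 0.42 (without TBI of experiment 2) in ABT against TBI, with -0.15 without TBI of experiment 1, although on the paper's scale its sign was the same in both experiments in each contrast. Beside Crem, the replicate block added Thbs1 in monocytes in TBI against Ctrl (adjusted p = 0.0215, edgeR). With limma's fry test, the block also added a call for the interferon list in CD8 T cells. Apart from these and the other changes given here the block changed no other call.

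The shares of cell types kept their direction and stayed above the threshold of 0.05 in adjusted p under all alternatives, apart from DC (0.020) and CD4 T cells (0.14), whose sign changed with TMM normalization, and macrophages, which ran from -0.33 (without Ctrl of experiment 1) to 1.14 (without Ctrl of experiment 2), with -0.057 without TBI of experiment 2. The median ratios of the signature genes in spleen and BM had no test, and under each alternative run they stayed within the counting range of the redrawn counts. This range covers 0 for TBI over Ctrl in both tissues and for ABT over TBI in spleen, and lies below it for ABT over TBI in BM (-0.36 to -0.018), where the median was at percentile 18.7 of matched random lists. With doublets removed the median of TBI over Ctrl was 0.021 in spleen and -0.0054 in BM, of the other sign, over 8 genes in place of 10 and 11 in place of 12, so that the change cannot be put down to doublets. With at least 100 counts per library, the correlation across genes was 0.445 in monocytes, 0.439 in macrophages and 0.326 in CD8 T cells for TBI over Ctrl, and 0.214 in macrophages and -0.0533 in CD8 T cells for ABT over TBI. Without thinning, Xist was found in a median of 87.1% of tumor cells, 0.0191% of spleen cells and 0.0612% of BM cells, and a Y-linked gene in 0.0266%, 44.3% and 43.5%, since more UMIs per cell make detection more frequent by construction. The few-cell genes (S100a9, Ccl17, Gzmf) rest on few cells, and whether depth limits them was not tested. In spleen and BM depth limits the genes with few counts. Whether depth limits the calls of changed genes in tumors was not tested.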

Differences from the paper's values

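The single-cell test with the paper's clustering or with the tag list was chosen only after the results had been seen, and so was the tag list. Counts of genes differ in kind, since the paper's test took cells as replicates and the test used here took libraries. In monocytes the paper's number of genes for TBI against Ctrl is 290, and edgeR gave 0 (892 at an unadjusted p under 0.05, 32 with DESeq2). Of the alternatives set before the data were examined, edgeR without the filter on low counts (264) and the single-cell test (325) came within 1.5 times of the paper's number, while DESeq2, the replicate block (71), DESeq2-type size factors, the compared groups alone, each library left out, and the other clusterings and filters did not. The paper's clustering with the single-cell test, chosen after the values were seen, gave 277, with 250 of the paper's 290 genes and thus 40 dropped, and the tag list with the single-cell test, also chosen after, gave 206, with 146 of them. In macrophages the paper's number is 228 and edgeR gave 0 (483 at an unadjusted p under 0.05, 15 with DESeq2). Without the filter it was 163 and with the single-cell test 185, and no other alternative set before came within 1.5 times. The paper's clustering with the single-cell test, chosen after, gave 189, with 172 of the paper's genes.

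For ABT against TBI the paper's numbers are 123 in monocytes and 171 in macrophages, and edgeR gave 0 and 0 (285 and 337 at an unadjusted p under 0.05, 2 and 4 with DESeq2). The single-cell test gave 95 and 138, and no other alternative set before the data were examined came within 1.5 times, including the fit without the filter (24 and 43) and the replicate block (1 and 3). With the paper's clustering, chosen after the values were seen, the single-cell test gave 118 and 136, with 110 of the paper's 123 genes and 128 of its 171. For TBI against Ctrl the paper's lists hold 216 genes in CD8 T cells, 109 in DC and 31 in NK cells. The single-cell test gave 192, 55 and 16, and 194, 49 and 17 with the paper's clustering. For ABT against TBI the lists hold 51, 14 and 1, against 37, 7 and 1, and 37, 5 and 0 with the paper's clustering. The paper's numbers of restored genes are 63 in monocytes and 26 in macrophages, and edgeR gave 0 and 0 (DESeq2 0 and 1). The single-cell test gave 49 and 34, and the fit without the filter (11 and 14), the block (1 and 1) and the other alternatives set before did not come within 1.5 times. With the paper's clustering, chosen after, the single-cell test gave 61 and 24. Here a gene counts as restored when both tests pass with opposite signs, and the paper's lists also leave out genes that passed in ABT against Ctrl, which for the single-cell test leaves 42 and 32, and 55 and 22 with the paper's clustering.

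The shares of cell types in the paper come from its source data. A share is said to meet the paper's when it lies within 1.5 times of it or within the standard deviation of the 2 experiments. The paper's share of monocytes is 36.25% in Ctrl, 51.2% in TBI and 43.7% in ABT, against 21.6%, 31.7% and 24.9% here. Of the alternatives set before the data were examined, the paper's values were met with no gene left out of the variable genes (33.1%, 46.8% and 39.4%), with 30 components (31.4%, 44.8% and 38.3%) and without a mitochondrial filter (25.8%, 38.0% and 30.6%), and not with all table genes left out, doublets removed, the mitochondrial cutoff per library or resolution 0.8. The paper's share of macrophages in TBI is 19.9%, against 35.8% here, and the same alternatives met it, with 21.6%, 22.3% and 28.9%, and the same ones did not. For DC Xcr1+ the paper has 2.2% in Ctrl, 1.4% in TBI and 1.85% in ABT, against 1.33%, 0.855% and 1.22%. With doublets removed it was 2.02%, 1.23% and 1.71%, without a mitochondrial filter 2.01%, 1.27% and 1.77%, with no gene left out 2.02%, 1.29% and 1.76% and at resolution 0.8 2.04%, 1.29% and 1.78%, while all table genes left out, 30 components and the mitochondrial cutoff per library did not meet it. For CAF the paper has 1.35% in Ctrl, 0.5% in TBI and 1.05% in ABT, against 0.130%, 0.0849% and 0.0777%. All table genes left out gave 1.29%, 0.500% and 0.982% and doublets removed 1.37%, 0.641% and 1.08%, and the other clusterings and filters did not meet the paper's values.

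On the paper's scale, the difference of log2 of the mean counts per 10000 plus 1, Atf3 in monocytes for TBI against Ctrl is -0.35 in the paper and -0.30 here, Emilin2 is 0.19 in the paper and 0.21 here, and Cd83 is 0.16 in the paper and 0.22 here. A value is said to be met when it lies within the standard deviation of the 2 experiments. With 2 values this limit is rough, and it singles out genes whose experiments were close to each other. For Emilin2 the limit was 0.0032. Ptgs2 in monocytes for TBI against Ctrl, 0.45 in the paper and 0.57 here, counts as met with a limit of 0.41. The genes listed here are thus not those furthest from the paper. The paper's value was met for Atf3 with no gene left out (-0.34) and 30 components (-0.35), for Emilin2 with no gene left out (0.19) and without a mitochondrial filter (0.19), and for Cd83 with no gene left out (0.16) and 30 components (0.16), and under no other alternative set before the data were examined. Vegfa in monocytes for ABT against TBI is -0.30 in the paper and -0.27 here, met with no gene left out alone (-0.30). In macrophages Vegfa is -0.28 in the paper and -0.37 here for this contrast. None of the clusterings and filters met this value, and the nearest were no gene left out (-0.31) and 30 components (-0.31). In macrophages, Atf3 for TBI against Ctrl is -0.26 in the paper and -0.34 here, met with no gene left out (-0.28) and 30 components (-0.28), and Crem is 0.28 in the paper and 0.37 here, met with no gene left out (0.31), 30 components (0.30) and without a mitochondrial filter (0.34). For ABT against TBI, Crem is -0.39 in the paper and -0.46 here, met with no gene left out (-0.39), 30 components (-0.40) and without a mitochondrial filter (-0.41), and Thbs1 is -0.38 in the paper and -0.50 here, met with no gene left out (-0.41) and without a mitochondrial filter (-0.44). None of these was met with all table genes left out, doublets removed, the mitochondrial cutoff per library or resolution 0.8. Across the 320 genes of the paper's monocyte table found here, the values with no gene left out had a slope of 1.03 on those of the paper and a Pearson correlation of 0.997, and 1.12 and 0.980 with the clustering used here, where genes are not independent replicates. The furthest were the 157 genes of DC for ABT against TBI, with a slope of 0.698 and a correlation of 0.769 with no gene left out.

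The paper ranks monocytes and macrophages first in the number of genes changed by TBI and by ABT263. By edgeR at an unadjusted p under 0.05 the order for TBI against Ctrl was monocytes (892), macrophages (483), DC (475), CD8 T cells (454) and NK cells (340), and for ABT against TBI macrophages (337), CD8 T cells (310), monocytes (285), DC (234) and NK cells (215). By the single-cell test CD8 T cells (192) came before macrophages (185) for TBI against Ctrl, also with the paper's clustering (194 and 189), chosen after the values were seen, while monocytes came first under both, and for ABT against TBI macrophages (138) and monocytes (95) came first. The paper calls monocytes the largest cluster. Here the macrophage class was larger, and with no gene left out of the variable genes, as in the paper's methods, monocytes were the largest. The paper names the cluster with Ly6d B cells, and here 94.9% of its cells had a UMI of Siglech while Cd79a and Ms4a1 were each found in 3.80%. The paper calls the activation of CD8 T cells reduced in TBI and restored in ABT, from gene set enrichment. The list used here had a median log2 fold change of -0.039, with 9 of 20 genes higher, and of 0.17 for ABT against TBI, with 15 of 20 higher, while the immediate early list, at -0.38, and Cd69, at -0.53, went in the paper's direction for TBI against Ctrl. The paper states that restored genes hold none of the classic senescence patterns, and 0 of the 28 genes of the list used here were among its 63. The paper describes macrophages as mostly unchanged in share, and here they made up 30.6% in Ctrl, 35.8% in TBI and 40.2% in ABT, with 16.2% and 45.0% in the 2 Ctrl libraries. The paper proposes that monocytes of spleen and BM were already partly polarized. Here the score of TBI minus Ctrl was -0.0182 in spleen and -0.00764 in BM, and 0.209 and -0.116 at 1000 UMIs per cell, while the median log2 ratio of the signature genes was -0.084 in spleen (5 of 10 higher) and 0.092 in BM (8 of 12 higher). The paper's methods give a minimum difference in detection of 0.01 where clusters are annotated and later refer back to it, and whether it was a filter of the tables of changed genes is not clear. The monocyte table for TBI against Ctrl holds genes with a difference of 0, and the single-cell test here used 0.01.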

Other observations

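The tests of the assignment of groups, of the depth and of macrophages among the monocytes, of libraries of a group, of the Ly6d cluster and of hypoxia in ABT against TBI were chosen only after the results were seen.

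In experiment 2 the tag found in each tumor library is listed by the authors for another group than the name on the matrix gives. The groups of the tag list are argued against by the correlation across genes of the fold changes of both experiments, which had a mean of -0.139 over 5 cell types and both contrasts with TBI, against 0.134 with the names on the matrices, the highest of the 6 possible assignments. An exchange of Ctrl and ABT alone gave 0.101, so that it cannot be told apart from the names by this measure, since the names were higher for TBI against Ctrl in all 5 cell types, and the exchange was higher for ABT against TBI in 4 of them. For ABT against Ctrl, outside that mean, the exchange only turns the sign. The names gave 0.162 in monocytes, 0.257 in macrophages and 0.102 in NK cells, but -0.0381 in CD8 T cells and -0.109 in DC. With the tag list the fall of the signature score in ABT against TBI was -0.202, against -2.09 with the names on the matrices.

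The 12 signature genes were higher in TBI than in Ctrl monocytes. A different depth is argued against by the score after thinning each monocyte to 1000 UMIs, with TBI minus Ctrl at 2.16 and 1.87 in the 2 experiments. More macrophages counted among the monocytes are argued against by the macrophages of TBI themselves, whose score was below that of Ctrl monocytes (differences of -1.70 and -2.67 in the 2 experiments), so that mixing would lower the score. Fewer macrophages in the class are argued against in experiment 1, where the median log2 ratio of the macrophage markers was 0.212 (7 of 10 higher), and cannot be told apart in experiment 2 (-0.118, 2 of 10 higher), where the markers fell. Hypoxia may contribute to the rise. Its list had a median of 0.28 (13 of 15 genes higher, adjusted p = 1.76e-05, limma's camera). It was not called with the correlation estimated (0.342, limma) or with fry (0.387, limma). Within the experiments the median was 0.34 and 0.058, with 13 and 11 genes higher, 10 higher in both and 1 lower in both. The size of the rise thus rests on experiment 1, while its direction was the same in both. Of the list's genes, 3 of 18 are in the paper's monocyte list. For the fall of the signature in ABT against TBI, hypoxia is argued against in experiment 2 (0.104) and cannot be told apart in experiment 1 (-0.174). Dissociation stress, read from the immediate early list at 0.021 (11 of 20 genes higher), and an interferon response, at 0.0037 with a camera direction of down, remain undecided, since members went both ways. A response to irradiation of the host, which the design names, remains open as well.

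The heat shock list had a median of 0.26 in monocytes for TBI against Ctrl (adjusted p = 0.0162 with limma's camera, 0.724 with limma's fry) and of 0.29 and -0.052 within the experiments. In macrophages, TBI against Ctrl gave -0.14 for immediate early genes, 0.17 for heat shock, 0.050 for hypoxia and -0.25 for interferon. For hypoxia in CD8 T cells it was 0.19. The expression of Il6 in monocytes changed by 0.60 in TBI against Ctrl (standard error 0.337, adjusted p = 0.714, edgeR) and 0.021 in ABT against TBI, and in macrophages by -0.48 and 0.36.

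The interferon list was lower in TBI than in Ctrl CD8 T cells, with a median log2 fold change of -0.61, with 0 of 15 genes higher (adjusted p = 1.56e-37, limma's camera) and of -0.537 and -0.684 within the experiments. It was not called with the correlation estimated (0.0882, limma) or with fry (0.122, limma). The interferon list in CD8 T cells did pass with fry and the experiment as a block. The median rose to 0.28 in ABT against TBI, with 15 of 15 genes higher, although within 1 of the 2 CD8 clusters it was -0.023 in experiment 1. A shift between the 2 CD8 clusters is argued against by the medians within each of them, of which the highest was -0.452. Depth is argued against by thinning, with a highest value of -0.590. Free RNA from other cells cannot be told apart, since the fall was small in CD4 T cells, with a highest value of -0.0941 and genes going both ways (7 and 6 of 15 higher), and since it was seen in other cell types too. Monocytes (-0.041 and -0.094) and DC (0.121 and -0.413) did not share it in full, while NK cells (-0.49 and -0.66), CD3 Ly6c+ cells (-0.60 and -0.86) and macrophages (-0.28 and -0.35) did. Of the list's genes, 8 of 16 are in the paper's own CD8 list. A weaker interferon response in these cells after TBI is consistent with these values, as is free RNA, and is a hypothesis found and tested on the same data.

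The 2 libraries of a group alone gave 329 to 404 genes in monocytes by the single-cell test, which called 325 for TBI against Ctrl. The 2 libraries of a group come from different experiments, so that differences between libraries of one group cannot be told apart from differences between experiments, which TBI and Ctrl share. Within the experiments, the 34 genes called in both for TBI against Ctrl had the same direction, and 16 of the 21 for ABT against TBI. The fit without the filter on low counts gave many more calls than the fit with it, and false calls cannot be told apart as the reason. It called at most 0.33 genes per run on simulated libraries without changed genes, but real libraries may differ from simulated ones.

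The macrophage share was higher in experiment 2 than in experiment 1 in all groups, by factors of 2.77 in Ctrl, 1.44 in TBI and 1.73 in ABT. The ratio of median UMIs was 1.08 in Ctrl, 1.01 in TBI and 1.11 in ABT. Depth as a reason is argued against in TBI, where the share rose by a factor of 1.44 at nearly the same depth. In Ctrl and ABT depth was higher in experiment 2, so that it cannot be told apart there. The group with the largest rise in share was not the one with the largest rise in depth. No biological explanation was tested.

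Among genes called by edgeR, Ly6c2 in NK cells was lower in ABT than in TBI (-1.28). RNA from monocytes is argued against by CD4 T cells, in which Ly6c2 was higher, with a lower value of 0.97. Monocytes counted with the NK cells were not tested and stay open. The 5 NK cells with the most Ly6c2 UMIs held 29.4% and 51.9% of them in TBI and 40.2% and 71.3% in ABT. The monocyte marker Ccr2 was found in 4 and 4 of these cells in TBI and in 2 and 4 in ABT. For S100a9 in CD8 T cells, RNA from neutrophils is argued against by macrophages, in which it was higher (0.94 and 1.03), and by its place in few cells (11 of 455 and 3 of 669 in TBI), since free RNA reaches all cells. It was lower as well in monocytes (-1.40 and -0.94) and, in experiment 1, in CD4 T cells (-6.07, from 144 to 3 UMIs) and CD3 Ly6c+ cells (-2.45), with no UMI of it in TBI or ABT cells of both types in experiment 2. Neutrophils counted with the CD8 T cells may explain it. In TBI of experiment 1, 5 cells held 95.9% of the S100a9 UMIs, and in TBI of experiment 2, 3 cells held all 174. S100a8 was found in 2 of these 5 cells and in at most 1 of these 3. Its UMIs in CD8 T cells fell as well from TBI to ABT, from 93 to 13 in experiment 1 and from 156 to 0 in experiment 2. For Ccl17 in monocytes, lower in ABT than in Ctrl by -3.74 (adjusted p = 0.0287, edgeR), RNA from DC is argued against by the DC themselves, in which the log2 ratio was 0.40 in experiment 2, after -1.61 in experiment 1, and by its place in few cells (63 of 1366 and 22 of 736 in Ctrl), while in macrophages (-0.48 and -0.47) and NK cells (-0.90 and -2.79) it was lower in both. DC counted with the monocytes may explain it, since 5 cells held at least 53.6% of its UMIs in each Ctrl library, with Ccl22 in 1 and 5 of these cells.

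The small cluster with Ly6d was tested for B cells, which are argued against by Cd79a and Ms4a1, each found in 3.80% of its cells.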
